# Genes Responsible for H_2_S Production and Metabolism Are Involved in Learning and Memory in *Drosophila melanogaster*

**DOI:** 10.3390/biom12060751

**Published:** 2022-05-26

**Authors:** Olga G. Zatsepina, Lyubov N. Chuvakova, Ekaterina A. Nikitina, Alexander P. Rezvykh, Alexey S. Zakluta, Svetlana V. Sarantseva, Nina V. Surina, Alexander L. Ksenofontov, Ludmila A. Baratova, Viktoria Y. Shilova, Michael B. Evgen’ev

**Keywords:** *Drosophila melanogaster*, CBS, CSE, H_2_S, learning, memory, courtship rejection paradigm, transcriptome

## Abstract

The gasotransmitter hydrogen sulfide (H_2_S) produced by the transsulfuration pathway (TSP) is an important biological mediator, involved in many physiological and pathological processes in multiple higher organisms, including humans. Cystathionine-β-synthase (CBS) and cystathionine-γ-lyase (CSE) enzymes play a central role in H_2_S production and metabolism. Here, we investigated the role of H_2_S in learning and memory processes by exploring several *Drosophila melanogaster* strains with single and double deletions of CBS and CSE developed by the CRISPR/Cas9 technique. We monitored the learning and memory parameters of these strains using the mating rejection courtship paradigm and demonstrated that the deletion of the *CBS* gene, which is expressed predominantly in the central nervous system, and double deletions completely block short- and long-term memory formation in fruit flies. On the other hand, the flies with *CSE* deletion preserve short- and long-term memory but fail to exhibit long-term memory retention. Transcriptome profiling of the heads of the males from the strains with deletions in *Gene Ontology* terms revealed a strong down-regulation of many genes involved in learning and memory, reproductive behavior, cognition, and the oxidation–reduction process in all strains with *CBS* deletion, indicating an important role of the hydrogen sulfide production in these vital processes.

## 1. Introduction

Various roles of the third described endogenous gasotransmitter (H_2_S) under normal conditions and in various human diseases and pathologies were described in several excellent reviews [1,2,3]. Similarly, the transsulfuration pathway (TSP), which results in the production of hydrogen sulfide (H_2_S) and includes the conversion of homocysteine to cysteine following the breakdown of methionine, was described in detail by several authors including a brilliant analysis performed by Kimura [4,5,6,7]. Briefly, the accumulated data demonstrate that, in Drosophila and other eukaryotes, H_2_S is produced by cystathionine β-synthase (*CBS*), cystathionine γ-lyase (*CSE*), and 3-mercaptopyruvate sulfurtransferase (*MST*) genes that have different functions and may be expressed in different organs and tissues [8]. It becomes clear that H_2_S plays an important role in brain functions as a neuroprotector and neuromodulator in different organisms, including humans. There are several lines of evidence in favor of this conclusion. First, the level of endogenous H_2_S is significantly decreased throughout aging and in the case of many neurodegenerative diseases including Alzheimer’s Disease (AD) [9,10]. Second, the application of various H_2_S donors often exhibited a strong neuroprotective effect, and such treatment may ameliorate memory impairment and restore cognitive functions in various model studies and the case of several human neurodegenerative diseases [11,12,13,14]. Finally, numerous missing mutations that disrupt the structure of CBS in humans result in classical homocystinuria due to cystathionine β-synthase (*CBS*) deficiency [15,16]. Individuals with homocystinuria, the most frequent disorder of sulfur metabolism, have many developmental and cognitive difficulties, with a significant number of cases having a learning disability, atherosclerosis, or thromboembolic disease [15,17]. A decrease in endogenous H_2_S generation contributes to homocysteine (Hcy)-induced deficit in learning and memory in rats [18]. In contrast, exogenous H_2_S ameliorated Hcy-induced cognitive dysfunction [19]. Interestingly, the vision phenotype of CBS knock-down flies is consistent with severe myopia observed in homocystinuria patients [20].

However, to the best of our knowledge, there are only scattered data implicating the synthesis of endogenous H_2_S in the memory process and mating behavior under normal conditions in higher organisms [21,22]. *Drosophila melanogaster* strains obtained in our laboratory [23] containing single and double deletions of the three major genes implicated in H_2_S production represent a convenient model to study the role of H_2_S production in learning and memory processes in higher organisms.

We hypothesized that the disturbance of endogenous H_2_S generation and metabolism in the brain may affect cognitive functions in *Drosophila melanogaster*, a model organism often used in the investigations of molecular mechanisms underlying learning, memory, and aging in higher eukaryotes [24,25,26,27].

In the experiments described herein, we made use of several *D. melanogaster* strains obtained using the CRISPR/Cas9 technique. These strains with deletions of the three genes (*CBS, CSE,* and *MST*) were used and described in detail in our previous studies [23,28]. Transcriptomic studies demonstrated that the deletions of both *CBS* and *CSE* (*CBS-/-*; *CSE-/-*) have a cumulative effect and drastically alter genome expression, with a more pronounced impact exerted by the deletion of the *CBS* gene. The previous analysis demonstrated that the obtained deletions of *CBS* and *CSE* affected numerous genes involved in various biological pathways including oxidation-reduction process, glutathione metabolic process, stress-response genes, housekeeping genes, and genes participating in olfactory and reproduction, while the deletion of *MST* affected a comparatively small number of genes [23]. Based on the above-mentioned facts and considerations, we decided to monitor the learning and memory parameters of these strains (*CBS-/-* and *CSE-/-*), as well as strains with deletions of both *CBS* and *CSE* genes (*CBS-/-; CSE-/-*) using the mating rejection courtship paradigm. Our studies demonstrated that the deletion of the *CBS* gene and double deletions completely block short- and long-term memory formation in *D. melanogaster* males, while the flies with *CSE* deletion preserve short- and long-term memory but failed to exhibit long-term memory retention. Transcriptomic studies revealed a pronounced down-regulation in the expression of multiple pertinent genes and signal pathways in the heads of the male flies from the studied strains with deletions of major H_2_S-producing genes.

## 2. Materials and Methods

### 2.1. Fly Strains and Maintenance

All flies were reared on a standard sugar–yeast–agar medium at 25 °C, 60% humidity, and a light–dark cycle of 12:12 h. As a control, we used strain 58492 with genotype (y1 M{Act5C-Cas9.P. RFP-}ZH-2A w1118 DNAlig4169) obtained from the Bloomington Drosophila Stock Center. Additionally, we used transgenic *CBS-/-*(5) and *CBS-/-*(8), *CSE-/-*, (*CBS-/-*; *CSE-/-*(1)) and *(CBS-/-*; *CSE-/-*(2)) strains developed in our laboratory [23].

### 2.2. Test for Learning and Memory of Flies in Conditioned Courtship Suppression Paradigm

To evaluate memory formation in drosophila males, we used the conditioned courtship suppression paradigm (CCSP) [29]. *Drosophila melanogaster* males drastically reduce courtship behavior after mating failure. Under laboratory conditions, such conditioned courtship suppression serves as a complex learning and memory assay. Interestingly, variations in the courtship conditioning assay can establish different types of memory [27,30,31]. CCSP is used widely for learning ability and memory retention in Drosophila [32,33,34]. All procedures were performed exactly as described in our previous paper [35].

Briefly, the resulting courtship index [36], i.e., percentage of time spent in courtship over a 300-s period) was calculated for each male [36]. The CI was used to calculate the learning index (LI) as follows: LI = ({CI_na_ − CI_tr_}/CI_na_) × 100 = (1 − CI_tr_/CI_na_) × 100 [37], where CI_na_ and CI_tr_ are the mean courtship indices for independent samples of naïve and trained males, respectively.

Statistical comparisons of behavioral data were performed using a two-sided randomization test [38] by directly computing the probability of rejection of the null hypothesis α_R_. The sampled randomization test with 10,000 permutations was used. The null hypothesis was rejected at α_R_ < 0.05. We compared all experimental groups with each other.

### 2.3. Olfactory Behavior Assay

Olfactory behavior assays were performed in a temperature-controlled darkroom at +25 °C. For experiments, we used a classical T-maze [39]. Two airflows were supplied to tubes of T-maze. The first airflow carried the odorant (4-methyl cyclohexanol, Fluka, Sigma-Aldrich, Germany) dissolved in mineral oil (Vecton, Russia) with 1:100 dilution, another one carried fresh air passed through mineral oil without odorant. The concentration of odorant was chosen based on the previous investigation [40] to ensure strong repulsive behavior in the control flies. About fifteen 5-day-old naïve males were transferred into a T-maze central camera for 2 min for adaptation without any airflow, and then the test was performed for 3 min for a choice between airflows with or without the odorant. Thereafter, flies in the odorant-contained tube were counted (*N_odor_*) and the percentage (*V*) of flies that were attracted (non-repulsed) by the odorant was counted:

$$V\left(\%\right)=\frac{N_{odor}\times 100\%}{N_{total}}$$

The experiment included 31 replicates and about 400 flies participated in the assay for each genotype. Statistical analysis was performed using KyPlot 5.0 software (KyensLab Inc., Tokyo, Japan, software 5.0). All samples were tested for normality with the Shapiro–Wilk test which suggested that samples have non-normal distribution, so the Mann–Whitney test was applied to compare each experimental sample with the control one.

### 2.4. RNA Extraction from Fly Heads for Library Preparations

Three biological replicates of 5-day-old naïve males were collected for each transcriptome analysis. For each replicate, total RNA was isolated from approximately 100 heads of naïve males collected by decapitation of drosophila males on an ice-cooled surface. The extraction was made using RNAzol RT (Molecular Research Center, Cincinnati, OH, USA) according to the company’s protocol. The concentration and quality of RNA were determined via Qubit Fluorometer (Invitrogen) and an Agilent BioAnalyzer 2100, respectively, using RNA 6000 nano kit (Agilent technologies, Santa-Clara, CA, USA). For each of the three biological replicates taken for libraries, 100 heads were collected. For libraries RNA with Integrity Number (RIN), no less than 8 were taken.

### 2.5. cDNA Library Preparation and Data Analysis

Illumina NEB Next Ultra II Directional RNA Library Prep Kit (NEB, Ipswich, MA, USA) was used for mRNA libraries preparation. The sequencing was performed on the Illumina NextSeq 500 platform. For each library sequencing provided around 15–20 million reads. For analysis, the PPLine script [41] was used: the reads were mapped to the *D. melanogaster* genome (Dm6) with STAR [42] following adapter, length, and quality trimming by Trimmomatic [43]. The edgeR package [44] was used for differential gene expression analysis. Differential expression parameters for each gene were estimated using TMM read normalization method, with the fitting quasi-likelihood negative binomial generalized log-linear model. Raw *p*-values were corrected with the FDR method. The topGO (v.2.36.0) and clusterProfiler Bioconductor packages [45] were used to perform Gene Ontology and KEGG enrichment analyses. Visualization of the gene set enrichment analysis (GSEA) was performed using custom scripts written in Python and R. Sequence data were deposited in the NCBI GEO database under the number—GSE200397. RNA sequencing and further differential expression estimation were performed using the equipment of the Engelhardt Institute of Molecular Biology RAS “Genome” center (http://www.eimb.ru/rus/ckp/ccu_genome_c.php, accessed on 22 February 2022).

### 2.6. Quantitative Real-Time PCR

For real PCR, RNA was isolated from three biological replicates (fly heads). One microgram of total RNA was used for cDNA synthesis with an MMLV RT kit (Evrogen, Moscow, Russia, cat# SK021). All qRT-PCR reactions were conducted using the SYBR Green fluorescent dye (Evrogen, Moscow, Russia, cat.# PK156S) in an ABI PRISM VR 7500 device (Applied Biosystems). The relative expression of the studied genes was calculated based on the ΔΔCt method [46]. Quantifications were normalized to the housekeeping gene *rp49* [47]. Experiments were performed with three replicates and three experimental replicates. The primers sequences are listed in Table S1.

### 2.7. Amino Acid Quantitative Analysis

Intracellular metabolites from total flies were extracted using cold 80% (*v*/*v*) aqueous methanol [48]. The profile of amino acids was analyzed during separation in a lithium buffer system. Amino acids were quantified according to [49] using an L-8800 amino acid analyzer (Hitachi Ltd., Tokyo, Japan). For high-performance liquid chromatography, the 2622SC-PF ion-exchange column (Hitachi Ltd., P/N 855–4507, 4.6 mm × 60 mm, Tokyo, Japan) was eluted at a rate of 0.35 mL/min by step gradients of Li–citrate buffers and temperature (in the range 30–70 °C).

## 3. Results

### 3.1. Learning and Memory of Flies in Conditioned Courtship Suppression Paradigm

Courtship behavior is an important aspect of mating success, and many animals have intricate behavioral rituals that they use to attract mates. Thus, males of *D. melanogaster* have a highly stereotyped courtship routine that involves orientation towards the female, vibrating an outstretched wing to produce a courting song, licking, and attempted copulation. Courtship conditioning involves a training period, where learning and memory are induced, followed by a testing period where the behavioral effects of training are observed over time [30]. Courtship conditioning can be used to induce different temporal forms of memory, such as short- and long-term memory (STM and LTM).

Figure 1 shows the results of the short-term memory analysis. To check the influence of differences in the genetic background on memory formation in the mating rejection paradigm, we used three strains as controls. These are the wild-type *Canton-S* (*CS*) strain, strain 58492, which, like the transformants, carries mutations in the yellow and white genes, and the white-eyed strain *white*^1118^. Males from wild-type *CS*, 58492, *white*^1118^ and *CSE-/-* are capable of learning and forming short-term memory. In contrast, males from strains *CBS-/-* and (*CBS-/-; CSE-/-*) (double deletion) exhibited very low ability to learn and, therefore, to form short-term memory. These mutant males showed learning ability that was four-fold lower than that of *CS* flies. This fact demonstrates the involvement of sulfur metabolism genes in the learning process and the formation of short-term memory. It is noteworthy, that in the case of single deletions, we observe different results. Thus, *CSE-/-* males showed excellent learning and short memory formation and did not differ in this respect from males of all control strains. Characteristically, *CBS-/-* males are characterized by an inability to learn and form short-term memory, like double deletion flies. This indicates the involvement of cystathionine β-synthase expression in learning and memory processes.

In the next stage, we performed an analysis of learning acquisition and long-term memory retention in the studied strains (Figure 2). As expected, males from all control strains exhibited normal learning and long-term memory ability as the duration of learning increased, which is consistent with previous results [35,50]. However, in the case of males from white-eyed strains 58492 and *white*^1118^, a slight decrease in memory retention was observed. The results obtained in the analysis of learning acquisition and long-term memory retention in the strains with double deletion *CBS-/-*; *CSE-/-* are consistent with those of short-term memory; these males are incapable of learning and long-term memory formation. Thus, the presence of a double deletion leads to a disturbance of the ability to learn and form both short- and long-term memory.

Flies with *CSE* gene deletion exhibit a very peculiar behavioral pattern in our studies. In this case, learning indices immediately and after 2 days after training remain at a high level and do not significantly differ from those of the control strains, which indicates a normal implementation of learning processes and formation of long-term memory. However, after eight days, the learning index in this strain dropped catastrophically. Therefore, the absence of the cystathionine γ-lyase gene (*CSE*) does not affect the ability to learn and form short- and long-term memory but disrupts the retention of the latter, which in the wild type males lasts for up to 9 days. On the other hand, the *CBS* mutants, like the flies carrying the double deletion, turned out to be incapable of learning and long-term memory formation. Therefore, the ability to learn, regardless of the duration of the training, and the formation of short- and long-term memory, is severely impaired both in the absence of both genes (*CBS-/-*; *CSE-/-*) and in the case when only *CBS* gene is deleted.

All behavioral experiments investigating the mating rejection paradigm described above are sensible only if the flies being tested have normal olfactory abilities. To be sure that the males with deletions retain normal olfactory abilities, we performed a special series of experiments described below.

### 3.2. The Monitoring of Olfactory Abilities of the Strains Used in the Study

Our previous work dealing with transcriptome analysis of whole flies with the deletions of the three sulfur metabolism genes (*CBS*, *CSE*, and *MST*) revealed a decreased expression of several genes associated with response to pheromone [23]. Therefore, we decided to investigate the olfactory behavior of our strains with deletions as described in the Materials and Methods section. Our results demonstrated that all the experimental strains have the same repulsive behavior in response to high odorant concentration as the control ones (Figure S1).

### 3.3. Transcriptome Analysis of the Strains with Deletions

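Polyadenylated RNA from the heads of naive 5-day-old males was sequenced as 15 libraries from the control strain and 5 deletion strains. The control is a Bloomington stock that carries a Cas9 transgene and mutations in *yellow* and *white*. *CBS* was deleted in strains *CBS-/-*(5) and *CBS-/-*(8), *CSE* in strain *CSE-/-*, and both genes in the *CBS-/-*; *CSE-/-* strains, named here double deletion strains (1) and (2). The control, *CBS-/-*(5) and double deletion strain (2) had 2 libraries each, and *CBS-/-*(8), double deletion strain (1) and *CSE-/-* had 3 each, whereas the paper gives 3 biological replicates per strain. The authors aligned the reads with STAR to the dm6 genome and deposited the raw number of reads on each of 17453 genes, without normalization. Between 6850445 and 21144213 reads per library were counted on genes, with a median of 10285508. The control libraries held 7316556 and 8336766 counted reads and those of *CBS-/-*(5) held 9155672 and 9180604. The range was 6850445 to 9219493 (median 8608080) in *CBS-/-*(8), 11595721 to 21144213 (median 14626426) in double deletion strain (1) and 10285508 to 14687264 (median 12214677) in *CSE-/-*, and the libraries of double deletion strain (2) held 15265786 and 20090709. Counting reads not assigned to genes as well, the files held a median of 11.4 M reads. From the counts, each deletion strain was compared with the control in its own fit with edgeR 4.0.16, after TMM normalization and with low-count genes left out by filterByExpr. The quasi-likelihood test was used, p-values were adjusted by the Benjamini-Hochberg method, and a gene with an adjusted p under 0.05 was taken as changed. Standard errors were obtained as the absolute log2 fold change divided by the square root of the F statistic. A level of 3 counts, taken as the floor of a library, was between 0.142 and 0.438 on the scale of counts relative to library size (CPM), which covers counting error only. The counting program, its strand setting and the annotation release are not named in the paper, which bears on genes that overlap others.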

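*CBS* (FBgn0031148) lies on chromosome X of dm6 from 21045138 to 21049096, *CSE* (FBgn0000566, also *Eip55E* or *Cth*) on 2R from 18627918 to 18629395, and *MST* (FBgn0038080, *CG12279*) on 3R from 12705094 to 12705818. In the control heads *CBS* was measured at 188 ± 20.1 CPM (SD, n = 2), *CSE* at 35.6 ± 4.32 CPM and *MST* at 35.7 ± 8.25 CPM. *CBS* had 5.33 times the count of *CSE* in control replicate 1 and 5.22 times in replicate 3, and 5.82 and 4.87 times that of *MST*. These 2 libraries allow no test of the difference. Dividing by exon length, 2202 bp for *CBS*, 1478 bp for *CSE* and 601 bp for *MST*, moved the mean ratios most, to 3.54 and 1.44. *CBS* had between 3 and 55 counts (0.275 to 2.82 CPM) in each of the 10 libraries of the strains without it. Its log2 fold change from the control was -8.14 (standard error 0.43) in *CBS-/-*(5), -7.31 (0.36) in *CBS-/-*(8), -7.01 (0.62) in double deletion strain (1) and -9.18 (0.31) in double deletion strain (2). The largest of the 4 adjusted p-values from edgeR was 0.00166, in double deletion strain (1). *CSE* had 10 to 25 counts in each of the 8 libraries of the strains without it, with log2 fold changes of -4.99 and -4.63 in double deletion strains (1) and (2) and -5.10 in *CSE-/-*. In the strains that keep it, *CSE* was not called changed, with 0.02 in *CBS-/-*(5) (edgeR adjusted p = 0.948) and 0.54 in *CBS-/-*(8) (edgeR adjusted p = 0.328). *CBS* in *CSE-/-* was at 94.0 ± 26.4 CPM (SD, n = 3), a log2 fold change of -1.002 (standard error 0.31) that was not past the threshold (edgeR adjusted p = 0.388). The deviations of same-numbered libraries of *CSE-/-* and the control correlated at -0.317, those of *CBS-/-*(5) at -0.145 and those of double deletion strain (1) at 0.330. Taking the replicate number as a block gave a log2 fold change of *CBS* in *CSE-/-* of -1.05 (edgeR adjusted p = 0.886), and the pairing crossed, chosen after seeing that correlation, gave an edgeR adjusted p of 0.0138. Choosing the pairing by its correlation lowers the residual spread, so the last p-value is not evidence of a change. For the deleted *CBS* the block gave -8.16 in *CBS-/-*(5) and -8.32 in double deletion strain (1).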

The performed analysis of the transcriptomic libraries obtained from the heads of the flies with deletions and control flies demonstrated that the expression of *CBS* in the heads of the control males from strain 58492 is 4–5 fold higher than the expression of *CSE* or *MST* (Figure 3). 

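*MST* was measured at 26.6 ± 0.197 CPM (SD, n = 2) in *CBS-/-*(5), 27.0 ± 12.3 CPM (n = 3) in *CBS-/-*(8), 49.3 ± 14.1 CPM (n = 3) in double deletion strain (1) and 48.1 ± 7.72 CPM (n = 2) in double deletion strain (2). Its log2 fold change from the control was -0.40 (standard error 0.21, edgeR adjusted p = 0.251) in *CBS-/-*(5) and -0.43 (0.36, edgeR adjusted p = 0.523) in *CBS-/-*(8). The double deletion strains (1) and (2) had log2 fold changes of 0.47 (0.29, edgeR adjusted p = 0.454) and 0.42 (0.24, edgeR adjusted p = 0.360). In none of these strains did *MST* pass the threshold. Same-numbered libraries of *CBS-/-*(5) and of the control deviated with a correlation of -0.145, and those of double deletion strain (1) with 0.330. Blocking on the replicate number gave -0.39 in *CBS-/-*(5) (edgeR adjusted p = 0.328, or 0.198 with the pairing crossed) and 0.40 in double deletion strain (1) (edgeR adjusted p = 0.199). A direct comparison of the 5 double deletion libraries with the 5 *CBS-/-* libraries gave a log2 difference of 0.86 (standard error 0.23, edgeR adjusted p = 0.0287). *MST* overlaps *PolQ*, which lies on the opposite strand, so their reads could be confused if the counting did not use strand.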

Surprisingly, in the strains with *CBS* deletion, we did not observe a compensatory increase in *MST* gene expression, which also produces hydrogen sulfide in the brain [51]. (Figure 3). The absence of a significant compensatory increase in the expression level of the *MST* gene in the strains with *CBS* deletion was confirmed by real-time PCR (Figure S2).

It is of note, that a performed amino acid quantitative analysis (see Materials and Methods) demonstrated (Figure S3) that, as expected, the deletion of the *CBS* gene resulted in the accumulation of homocysteine (Hcy) which behaves as a strong excitotoxic neurotransmitter that causes cognitive impairments, vascular dementia, and many other abnormalities in humans and mice [15,17,52]. The level of methionine/homocysteine mixture increases about 8-fold in *CBS-/-* strain and 7-fold in *CBS-/-*; *CSE-/-* strain. At the same time, the cystathionine level in the *CSE-/-* strain increases 170-fold. However, cystathionine accumulation detected in the case of *CSE* deletion (Figure S3) should have no deleterious effect because cystathioninemia is considered a biochemical abnormality without visible clinical symptoms [53].

The performed transcriptome analysis of libraries obtained from drosophila male heads of the strains with the deletions and a control 58492 strain enabled us to determine major cellular processes affected by the deletion of the two major genes involved in the transsulfuration pathway and H_2_S production. Thus, transcriptome profiling of the heads from the strains with deletions in *Gene Ontology* terms revealed significant changes in various cellular processes, including learning and memory, cognition, synaptic transmission, neurotransmitter transport, and secretion. 

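Table S2 of the paper assigns 31 of its down-regulated genes to the oxidation-reduction process, among them *Cyp6a17*, *Cyp4p1* and *Cyp4d1*. Of these genes, 30 had a lower mean than the control in each strain with a *CBS* deletion, and 29 in *CSE-/-*. The number called lower was 28 in *CBS-/-*(5), 22 in *CBS-/-*(8), 11 in double deletion strain (1), 9 in double deletion strain (2) and 4 in *CSE-/-* (edgeR). Adjusted over the list alone, 29, 29, 27, 26 and 13 were lower, which is descriptive because the paper listed the genes from these libraries. The median log2 fold change was -1.44 in *CBS-/-*(5), -1.57 in *CBS-/-*(8), -1.04 in double deletion strain (1), -1.14 in double deletion strain (2) and -0.64 in *CSE-/-*. Under the replicate block, with the pairing correlations given for each strain above, 29 genes were called lower and 1 higher in *CBS-/-*(5), 24 lower in double deletion strain (1) and 5 lower in *CSE-/-*. The block medians were -1.43, -1.01 and -0.94. Crossed pairing gave 29 in *CBS-/-*(5) and 14 called lower in *CSE-/-*. Tested directly, 4 of the genes were lower and 7 higher in the double deletion strains than in the *CBS-/-* strains (edgeR). Table S3 lists 5 up-regulated genes of this process, and each had a higher mean than the control in every strain where it was tested.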

Importantly, the performed analysis revealed a significant decrease in many genes involved in oxidation—reduction process, memory formation, and consolidation in the strains with the deletions. Characteristically, the most pronounced changes were revealed in the strains with double deletions (*CBS-/-*; *CSE-/-*) and the least in the strain comprising a deletion of the *CSE* gene (Figure 4).

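Against the control, 713 genes were lower and 147 higher in *CBS-/-*(5), of 9206 tested, and 435 were lower and 164 higher in *CBS-/-*(8), of 9307 (edgeR, adjusted p under 0.05). The double deletion strain (1) had 285 lower and 108 higher genes of 9400, and double deletion strain (2) had 221 and 103 of 9384. In *CSE-/-*, 53 genes were lower and 20 higher of 9386. An unadjusted p under 0.05 was reached by 2763, 1860, 1747, 2018 and 666 genes in the same order. A block on the replicate number gave 977 lower and 495 higher genes in *CBS-/-*(5), 764 and 426 in double deletion strain (1) and 177 and 32 in *CSE-/-*. Same-numbered libraries of these strains and the control correlated at -0.145, 0.330 and -0.317. Crossing the pairing raised the counts of these 2 strains most, to 1289 lower and 921 higher in *CBS-/-*(5) and 685 and 255 in *CSE-/-*. It was chosen because the correlation of same-numbered libraries was negative, so the added calls are not evidence of change. No paired fit with the control alone was possible for *CBS-/-*(8) and double deletion strain (2), which share 1 and 0 replicate numbers with the control. Summed over 31 midgut marker genes, the *CBS-/-*(5) libraries held 10343 and 6399 counts, against 74426 and 147579 in the control. In the libraries of the other deletion strains the sums were 46233 to 694959. Gut RNA carried into head samples in differing amounts may thus account for part of the genes called lower in *CBS-/-*(5). How many of the 713 genes it concerns was not tested.

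**Figure D1:**
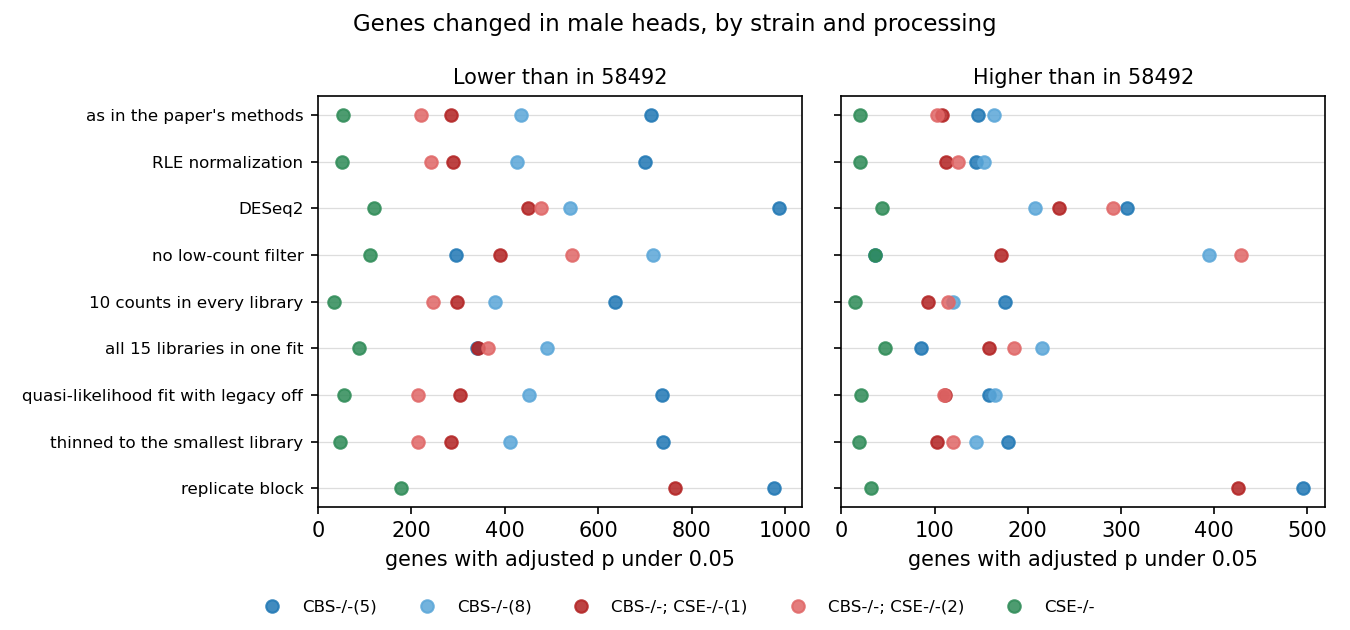
Genes with an adjusted p under 0.05 (x axes, number of genes), lower (left) or higher (right) than in the control, for each strain (points, by colour) and processing setting (y axis). In the setting that follows the paper's methods, *CSE-/-* has 53 lower genes and *CBS-/-*(5) has 713.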

The performed KEGG analysis of transcriptomic data from *Drosophila* heads (Figure S4) is discussed in the Supplementary Material.

For quantitative analysis of our transcriptomic data (to minimize unique single strain differences) at the first stage we picked up all genes that exhibited a similar pattern of expression changes: (1) in both strains with *CBS* deletions, (2) in both strains with double deletion (*CBS-/-*; *CSE-/-*) (Table 1).

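Of the genes called lower in *CBS-/-*(5), 42.9% were also called lower in *CBS-/-*(8), and 57.2% of those called lower in double deletion strain (1) were also called lower in double deletion strain (2). For genes called higher the shares were 39.5% and 54.6%. Taking the genes called in both strains left 306 lower and 58 higher genes for the *CBS* deletion, and 163 lower and 59 higher genes for the double deletion. When both strains of a genotype were treated as one group against the control, 497 and 538 genes were lower.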

Based on these data, Venn diagrams were made (Figure 5). It is evident from Figure 5 and Table 1 that the maximal number of genes that significantly changed their expression was revealed in the strains comprising the deletion of the *CBS* gene. 

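Which genotype had more down-regulated genes depended on the processing. More genes were lower in both *CBS-/-* strains than in both double deletion strains with DESeq2 (413 and 330) and with RLE normalization (307 and 171). The same order was obtained with a minimum of 10 counts in every library (280 and 170), with edgeR's legacy option off (326 and 161) and with libraries thinned to the smallest total (300 and 160). The order was the other way round without a filter on low counts (218 and 317), with all 15 libraries in one fit (181 and 248), and with a replicate block in such a fit (60 and 111). At an adjusted p under 0.01 from edgeR the counts were 77 and 12.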

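The 5 libraries of the double deletion strains were also compared directly with the 5 libraries of the *CBS-/-* strains. Of 9230 genes tested, 1325 were lower and 1226 higher in the double deletion strains (edgeR, adjusted p under 0.05), and 161 and 198 of these differed by at least 1 on the log2 scale. Which direction was more frequent depended on the choice of fit, and higher genes were the more frequent with RLE normalization (1154 lower, 1350 higher), DESeq2 (1485 lower, 1857 higher), no low-count filter (817 lower, 893 higher) and strains as groups (1027 lower, 1243 higher). Of the choices made after the files were seen, length offsets also gave more higher genes (728 lower, 820 higher), and thinning to the smallest library did not (1146 lower, 1097 higher). Leaving out 1 library at a time gave 143 to 2043 lower and 180 to 1995 higher genes. Compared with *CSE-/-*, 85 genes were lower and 58 higher in the *CBS-/-* strains, and 68 were lower and 98 higher in the double deletion strains. The mean correlation of same-numbered libraries was 0.273 in the first of these comparisons and -0.191 in the second. A replicate block gave 7 lower and 8 higher genes in the first, and 14 and 36 in the second.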

Surprisingly, the strains with double deletion (*CBS-/-*; *CSE-/-*) exhibited a significantly smaller number of genes with expression changes in comparison with *CBS* strains (Table 1), while the strain with *CSE* deletion is characterized by a minimal number of genes with the altered expression.

It is necessary to emphasize that, in most cases, the genes with altered expression exhibited down-regulation. 

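Down-regulated genes made up 82.9% of the changed genes in *CBS-/-*(5), 72.6% in *CBS-/-*(8), 72.5% in double deletion strain (1), 68.2% in double deletion strain (2) and 72.6% in *CSE-/-*. The low counts of midgut marker genes in *CBS-/-*(5), given above, may add to its share, which was not tested. RLE normalization gave shares of 82.9%, 73.6%, 72.1%, 65.9% and 72.2%. Without a filter on low counts the share was 89.1% in *CBS-/-*(5) and 56.0% in double deletion strain (2). Among genes that changed by at least 1 on the log2 scale, 578 were lower and 93 higher in *CBS-/-*(5), and 432 and 161 in *CBS-/-*(8). The corresponding numbers were 280 and 107 in double deletion strain (1), 220 and 103 in double deletion strain (2), and 53 and 20 in *CSE-/-*. Under the replicate block, whose pairing check is given above, the share was 66.4% in *CBS-/-*(5), 64.2% in double deletion strain (1) and 84.7% in *CSE-/-*, and crossed pairing gave 58.3% in *CBS-/-*(5) and 72.9% in *CSE-/-*.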

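Counting genes called lower in both *CBS-/-* strains, in both double deletion strains or in *CSE-/-*, 383 genes were lower in at least one of these groups. The *CBS-/-* or double deletion strains held 368 of them, which is 96.1%. The remaining 15 genes were lower only in *CSE-/-*. Of the 383 genes, 84 were shared by the *CBS-/-* and double deletion strains alone, 9 by *CBS-/-* and *CSE-/-* alone, 12 by the double deletion strains and *CSE-/-* alone, and 17 by all of these groups. Among 105 genes called higher, 95.2% were in the *CBS-/-* or double deletion strains.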

The group of down-regulated genes predominantly consists of the genes found in the strains with *CBS* deletion and the strains with double deletion (*CBS-/-*; *CSE-/-*) (Figure 5). 

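Of the 73 genes changed in *CSE-/-*, 53 were changed in the same direction in both *CBS-/-* strains or in both double deletion strains, which is 72.6% (95% Wilson interval 61.4% to 81.5%, counting genes as independent). The share was 71.7% (38 genes) among those lower in *CSE-/-* and 75.0% (15 genes) among those higher. Without a filter on low counts the share was 55.8%, and leaving out 1 library at a time gave 42.6% to 87.5%. Whether or not they passed the threshold, 63 of 69 of these genes moved in the same direction in *CBS-/-*(5), 60 of 71 in *CBS-/-*(8), 69 of 73 in double deletion strain (1) and 59 of 73 in double deletion strain (2), counting those that were tested. The control libraries enter every comparison, so these directions are not independent.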

Characteristically, most (70–75%) of the genes with altered expression in *CSE-/-* strain exhibited a similar pattern of expression changes in *CBS-/-* or (*CBS-/-*; *CSE-/-*) strains (Figure 5). 

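The calls from the counts were compared with the paper's lists. Of the 384 down-regulated genes of Table S2, 347 were called here. By genotype, 272 of 295 genes listed for both *CBS-/-* strains, 140 of 190 listed for both double deletion strains and 45 of 53 listed for *CSE-/-* were called lower. These are 92.2%, 73.7% and 84.9%. Table S3 lists 100 up-regulated genes, and 89 of them were called. The overlap was 44 of 52 genes for the *CBS-/-* strains, 55 of 59 for the double deletion strains and 17 of 20 for *CSE-/-*. Every gene listed for a genotype in either table had its listed direction in each strain of that genotype. With DESeq2, 182 of the 190 genes listed as down-regulated in the double deletion strains were called.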

In Table S2 (genes down-regulated) and Table S3 (genes up-regulated), we provide a list of all the genes with altered expression quantified in (Figure 5) with FDR < 0.05.

Additionally, we have performed a GSEA analysis of differentially expressed genes to reveal the gene categories that exhibited significant changes in their expression in the strains with deletions (Figure 6).

It is clear that GO terms related to the functioning of the nervous system and memory formation are of the greatest interest to our analysis. Figure 6 illustrates drastic changes in several major processes related to memory formation and consolidation observed in the strains with *CBS* deletion. These GO terms include learning and memory, short-term memory, long-term memory, cognition, synaptic signaling, synapse organization, neuron projection development, neurotransmitter transport, olfactory learning, cell–cell signaling, regulation of trans-synaptic signaling, synaptic vesicle localization, and vesicle-mediated transport in the synapse. It is of note that, in the strain with *CSE* deletion, significant changes (FDR < 0.05) in the expression of genes belonging to these groups are either absent or very small.

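Gene lists were taken from the functional terms that Table S2 of the paper gives for its down-regulated genes. The memory list pools the 7 genes with any term there that names memory or learning (*Gba1b*, *Tob*, *Appl*, *Sh*, *Pkc98E*, *eag* and *orb2*). Of these, 7, 7, 6 and 6 were called lower in *CBS-/-*(5), *CBS-/-*(8), double deletion strain (1) and double deletion strain (2) (edgeR). The gene not called in the double deletion strains was *orb2* (edgeR adjusted p = 0.148 and 0.0736). The median log2 fold change of the list was -1.60, -1.58, -1.53 and -1.85 in the same order of strains. Chemical synaptic transmission holds 6 genes (*cpo*, *Syt1*, *cac*, *Rdl*, *Frq1* and *nAChRalpha7*), of which 5, 5, 4 and 6 were called lower. Their medians were -1.21, -1.39, -1.65 and -1.81. Length offsets, chosen after the files were seen, moved a median of the memory list most, to -1.26 in double deletion strain (2). With same-numbered libraries correlated as given above, the replicate block called 7 memory and 6 synaptic genes lower in *CBS-/-*(5), and 7 and 6 in double deletion strain (1). Crossed pairing called 7 and 6 in *CBS-/-*(5). Adjusted over each list alone, every gene was called lower in each of these strains, but the lists come from the paper's own calls on these libraries, so the numbers describe the size of the changes.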

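In *CSE-/-* none of the 7 memory genes and none of the 6 synaptic transmission genes of Table S2 was called changed (edgeR), also when adjusted over each list alone, while 3 and 2 of them had an unadjusted p under 0.05. All had lower means than in the control, with medians of -0.87 and -0.90 on the log2 scale. The replicate block again called none, with medians of -1.25 and -1.26. The crossed pairing, added because same-numbered libraries of this strain and the control correlated at -0.317, called 7 memory genes and 5 synaptic transmission genes lower. That pairing was picked because it makes the paired deviations go together, which lowers the residual spread by choice. These calls are therefore not evidence of a change. In the direct comparison of the *CBS-/-* strains with *CSE-/-* no gene of either list was called over all genes, although 5 memory genes and 3 synaptic transmission genes were lower at an unadjusted p under 0.05, and 2 and 1 when adjusted over each list alone. For the double deletion strains against *CSE-/-* the numbers were 3 and 5 unadjusted, 3 and 5 over each list, and 0 over all genes.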

To better illustrate the changes in pertinent gene expression in the studied strains we provided a heat map of the genes involved in learning and memory, cognition, synapse organization, and signaling (Figure 7). 

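For the 40 genes of the heat map of learning, memory and synaptic genes (Figure 7), the median log2 fold change of *CSE-/-* from the control was -0.78, and 38 of them had a lower mean. None was called changed (edgeR), whether adjusted over all genes or over the list alone, while 20 had an unadjusted p under 0.05. The exceptions to the direction were *for* (0.19) and *teq* (0.03). As a set the genes were lower than the other tested genes (limma's camera with an inter-gene correlation of 0.01, adjusted p = 5.83e-15 over the 5 strains). Estimating the inter-gene correlation from the libraries gave a limma adjusted p of 0.136. The replicate block moved the median to -1.01, with 0 genes called (camera adjusted p from limma 1.23e-08, or 1.91e-13 with crossed pairing). With crossed pairing the median was -1.01 and 25 genes were called lower, the largest move of this count. That pairing was chosen for its correlation, so these calls are not evidence of a change. Same-numbered libraries of this strain and the control correlated at -0.317. Leaving out 1 library at a time, the median ranged from -0.98 to -0.53. The paper chose the genes from these libraries, so the p-values are descriptive.

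**Figure D2:**
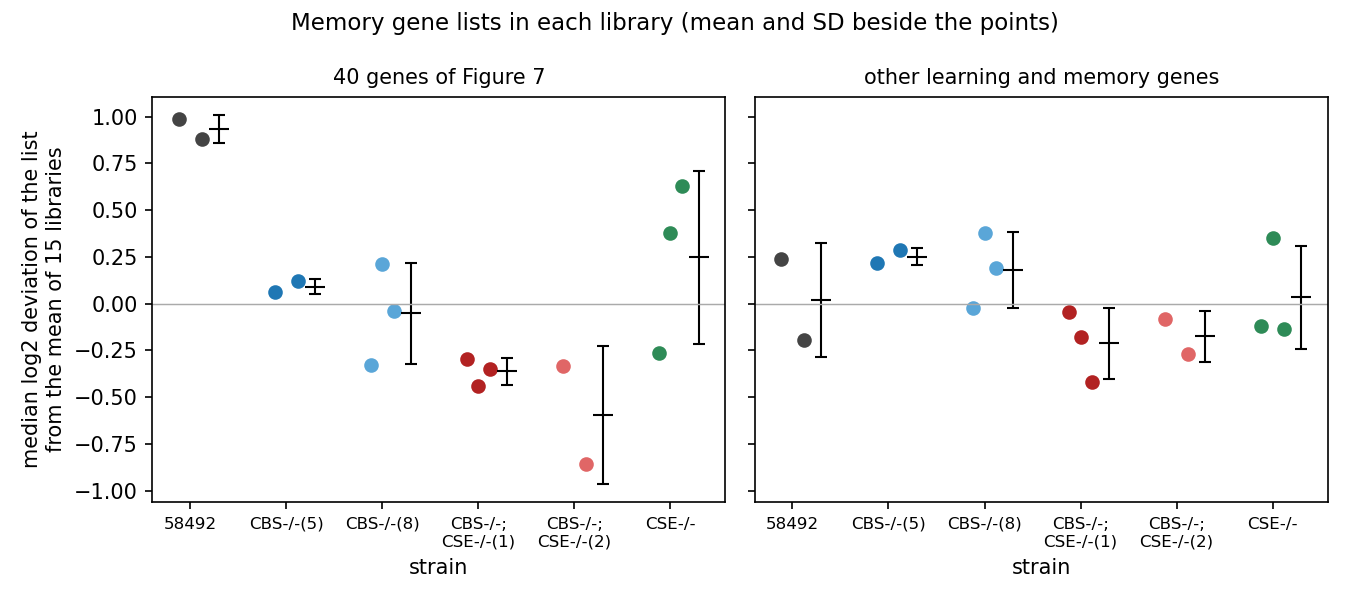
Median deviation of each gene list from the mean of the 15 libraries (y axis, log2) for every library (points), with the mean and SD of each strain, by strain (x axis). For the genes of Figure 7 (left), the control libraries lie at 0.88 and 0.99 and those of *CSE-/-* at -0.26, 0.38 and 0.63, and the right panel shows other learning and memory genes.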

The heat map demonstrated that the *CSE* strain exhibited a slight, statistically insignificant decrease in the expression of almost all genes that belong to the down-regulation group in strains with *CBS* deletion. Importantly, the most drastic decrease in the expression of these genes is observed in both strains with double deletion.

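The median log2 fold change of the Figure 7 genes from the control was -0.87 in *CBS-/-*(5), -1.07 in *CBS-/-*(8), -1.33 in double deletion strain (1) and -1.58 in double deletion strain (2). Leaving out 1 library at a time moved the median of double deletion strain (2) between -1.93 and -1.32. In a direct comparison of the double deletion strains with the *CBS-/-* strains, the median was -0.52, 36 of the 40 genes were lower, and limma's camera gave an adjusted p of 1.80e-06 over 3 comparisons of genotypes. Estimating the inter-gene correlation gave a limma adjusted p of 0.235. Length offsets, chosen after the files were seen, moved this difference most, to -0.07, with 23 of the genes lower (limma adjusted p = 0.125). These offsets gave medians from the control of -1.07, -1.20, -1.09 and -1.34 in the order above. Where the replicate block could be used, the medians were -0.87 in *CBS-/-*(5) (-0.87 with crossed pairing) and -1.37 in double deletion strain (1), with pairing correlations of -0.145 and 0.330. The camera adjusted p-values from limma were then 1.21e-11, 4.03e-11 and 2.36e-21.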

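*Gba1b* (FBgn0051414, 3R, 23704804 to 23708512 in dm6), the gene for glucosylceramidase 1b, was at 160 ± 34.5 CPM (SD, n = 2) in the control. Its log2 fold change was -1.89 (standard error 0.20) in *CBS-/-*(5), -2.61 (0.28) in *CBS-/-*(8), -1.53 (0.26) in double deletion strain (1) and -3.15 (0.31) in double deletion strain (2). The adjusted p-values from edgeR were 0.00748, 0.000294, 0.0217 and 0.0118. In *CSE-/-* it was -1.05 (edgeR adjusted p = 0.604, or 0.304 with the replicate block and 0.000100 with crossed pairing, at a pairing correlation of -0.317). An antisense gene, *asRNA:CR44052*, overlaps *Gba1b*. *AGO1* (FBgn0262739, 2R, 13943387 to 13958089) had log2 fold changes of -1.33, -1.75, -1.43 and -1.59 in the strains without *CBS*, each called (edgeR adjusted p = 0.0134, 0.00370, 0.0317 and 0.0208), and -0.89 in *CSE-/-* (edgeR adjusted p = 0.516, or 0.415 with the block and 0.000207 with crossed pairing). Length offsets, chosen after the files were seen, left *AGO1* uncalled in both double deletion strains (edgeR adjusted p = 0.178 and 0.0644). It overlaps *CG33155* and *mRpL53* on the opposite strand. *teq* (FBgn0023479, 3L, 9074643 to 9092131) was not called in any strain, with log2 fold changes of -0.39, -0.55, -0.97 and -1.23 in the strains without *CBS* (edgeR adjusted p = 0.215, 0.396, 0.0548 and 0.0605). DESeq2 called *teq* lower in both double deletion strains (adjusted p = 0.00106 and 0.000585), and the edgeR adjusted p in double deletion strain (1) was 0.0189 under the replicate block (pairing correlation 0.330). In *CSE-/-* the sign of its log2 fold change depended on the block, 0.03 without it and -0.03 with it.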

Several genes with altered expression revealed by transcriptome analysis (i.e., *glucosidase* *beta* *acid* (*GBA1*) gene, *Tequila* (*Teq*) gene, and *Argonaute-1* (*Ago1*)) were studied using quantitative real-time PCR. It is evident that the most pronounced decrease in the level of expression in all strains with *CBS* gene deletion is observed for the *GBA1b* gene. Previously, using the courtship test, it was shown that Drosophila *GBA1b* mutants lack long-term memory [54]. The expression of the *Tequila* (*Teq*) gene, which encodes a serine protease (an orthologue of the human neurotrophin gene), is also necessary for long-term memory formation [55]. *Ago1* plays a role in miRNA-mediated translational control of neurons during LTM [56]. It shows a slight decrease in the expression level in all strains with *CBS* gene deletion. The expression of the *Teq* gene is downregulated only in (*CBS-/-*; *CSE-/-*) strains. Interestingly, *Rutabaga* (*rut*) gene, which encodes Ca [2+]/calmodulin-activated adenylyl cyclase that is responsible for synthesis of cAMP and needed in learning and memory [57], did not change its expression in our strains with deletions. The results of quantitative real-time PCR are depicted in Figure S5.

To better illustrate the relationship between genes with reduced expression levels and GO terms related to memory formation processes, a network was created for the (*CBS-/-*; *CSE-/-*(1)) strain. The picture demonstrates the complex relationships between such genes and the involvement of the same genes in different processes responsible for memory acquisition and consolidation (Figure S6).

## 4. Discussion

The physiological role of hydrogen sulfide was described in detail for the first time in the classical studies of Kimura in 1996 [4]. It has been also demonstrated in several investigations that H_2_S functions as a signaling molecule in the central nervous system (CNS), being involved in the regulation of ion channels, neurotransmitter functions, and various signaling molecules such as tyrosine kinases [4,58,59]. It has been established that CBS is the predominant H_2_S synthetase in CNS in all higher organisms [4,58,59,60]. Thus, neuronal localization of CBS protein was demonstrated in all major areas of the brain [59], in radial glia/astrocyte lineage of developing mouse brain [61,62], and in reactive astrocytes [63]. In contrast, the level of the other major H_2_S synthetase (CSE) and its activity is comparatively low in the mammalian brain [64].

In our studies presented here, we made use of several *D. melanogaster* strains developed in our laboratory exploring the CRISPR/Cas9 technique [23]. These strains containing single and double deletions of major genes responsible for H_2_S production represent a unique tool to investigate the role of endogenous H_2_S in learning and memory.

Previous numerous experiments demonstrated a strong protective role of exogenous H_2_S treatment in various pathologies, including neurodegenerative diseases and aging [65,66]. In addition, human mutations of *CBS* genes result in homocystinuria accompanied by strong cognitive impairments and many other abnormalities [16,18,19]. These data led us to hypothesize that the obtained deletions of *CBS* and *CSE* genes in Drosophila may be a perfect tool to reveal the role of individual H_2_S-producing genes in learning and memory processes.

Experiments have shown that strains with CBS deletions are characterized by a complete absence of short- and long-term memory, as shown in the courtship suppression paradigm (Figure 1 and Figure 2). Moreover, transcriptome studies using RNA isolated from the male heads demonstrated that all strains with *CBS* deletion exhibited a dramatic decrease in the expression of many genes involved in memory formation processes (Figure 6 and Figure 7). 

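Of the 40 genes of Figure 7, 20 were called lower than in the control in *CBS-/-*(5), 19 in *CBS-/-*(8), 32 in double deletion strain (1) and 20 in double deletion strain (2) (edgeR, adjusted over all genes tested), and none was called higher. Adjusted over the list alone, which the paper chose from these libraries, the numbers were 26, 30, 38 and 38. The mean was lower than in the control for 37, 39, 40 and 40 of the genes. Both *CBS-/-* strains shared 16 called genes, and both double deletion strains shared 20. At least one strain called 34 of the genes, and 6 were called in none, namely *for*, *teq*, *kis*, *eas*, *Alk* and *lap*, with *Alk* nearest to the threshold (smallest edgeR adjusted p = 0.0532). Under the replicate block 22 genes were called lower in *CBS-/-*(5) (24 with crossed pairing) and 37 in double deletion strain (1), at pairing correlations of -0.145 and 0.330. As a set the genes were lower in each of the 4 strains (limma's camera, adjusted p = 1.58e-12, 5.99e-17, 2.53e-27 and 4.02e-24). Estimating the inter-gene correlation gave limma adjusted p-values of 0.0380, 0.0996, 0.00494 and 0.126.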

We are well aware that, in all strains containing a deletion of the *CBS* gene, the accumulation of toxic neurotransmitter homocysteine may influence the functioning of the nervous system and be at least partially responsible for the observed learning and memory impairments. However, here we demonstrated that while strains with double deletions and strains comprising only *CBS* deletion are characterized by a very similar level of *Hcy* (Figure S2), the most drastic drop of most pertinent gene expression was detected in the strains with double deletion (Figure 7). Furthermore, we revealed a highly significant loss of LTM memory retention in the strain with *CSE* deletion, which also suggests an important role of endogenous H_2_S in the cognitive processes. It is clear that there is a complex interaction between two major genes (*CBS* and *CSE*) playing a central role in cysteine metabolism and H_2_S production. 

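In the direct comparison of the genotypes, 15 of the 40 genes were called lower in the double deletion strains than in the *CBS-/-* strains (edgeR), 20 when adjusted over the list alone, and none was called higher. With length offsets 1 were called lower. The decrease was largest for *Cbp53E*, with a log2 difference of -1.36 (standard error 0.17, edgeR adjusted p = 0.000973), a gene that overlaps *CG30461* and *ste24c* on the opposite strand. *orb2* was higher by 0.50 without passing the threshold (edgeR adjusted p = 0.168). Among the genes called lower than in the control in every strain without *CBS*, *Sh* differed between the genotypes by -0.25 (edgeR adjusted p = 0.264) and *cpx* by -0.14 (edgeR adjusted p = 0.632). Homocysteine was not measured in these libraries. From the similar level of homocysteine in both genotypes and the larger drop of these genes in the strains with double deletions, together with its observations of memory in *CSE-/-*, the paper proposes an important role of endogenous H2S in cognitive processes.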

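Counting genes called lower in both strains of one genotype and not in the other groups, 196 were specific to the *CBS-/-* strains and 50 to the double deletion strains, a ratio of 3.92. The groups of the paper's Table S2 hold 172 and 62 such genes. Among up-regulated genes the numbers were 41 and 37, a ratio of 1.11. A gene absent from one group's list was not shown to differ between the genotypes, for which the direct comparison is given above.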

Analysis of the number of genes that change the level of expression in strains with a single deletion of the *CBS* gene and strains with a double deletion revealed an interesting phenomenon: the number of genes with reduced expression level decreases almost three-fold in the strain with the double deletion as compared to the *CBS-/-* strain (Figure 5). This phenomenon should have a positive effect on various physiological processes. Indeed, previously, we demonstrated [67] to our surprise that the strains with double deletions exhibited significantly better stress tolerance and higher longevity than strains with a single *CBS* deletion.

It is likely the learning and memory failure observed in the strains with *CBS* deletion stems from a cumulative effect of simultaneous down-regulation of several pertinent genes involved in the cognitive processes in Drosophila males and the deleterious effect of *Hcy* accumulation (Figure 7).

It is well-known that molecular mechanisms underlying learning, memory formation, and long-term memory retention are quite different [68]. Thus, learning and short-term memory do not require the synthesis of new proteins and are formed by modifications of existing target proteins in the neurons responsible for cell membrane conductance and neuronal excitation [69,70].

In the case of learning and STM formation, the main processes include adenylate cyclase activation, cAMP production, and protein kinase A (PKA) activation. These processes include PKA-dependent phosphorylation of various proteins, including potassium and calcium channel subunits, resulting in the strengthening of pre-existing synaptic connections [67]. Therefore, the initial level of expression of both PKA itself and the genes related to potassium and calcium channel functioning may affect the formation of short-term memory. 

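*Pka-C1* (FBgn0000273, 2L, 9682315 to 9699297 in dm6), the catalytic subunit of protein kinase A, had log2 fold changes of -1.51, -1.39, -1.74 and -2.15 in *CBS-/-*(5), *CBS-/-*(8), double deletion strain (1) and double deletion strain (2). It was called in each of them (edgeR adjusted p = 0.0217, 0.0314, 0.0204 and 0.0225). *eag* (X, 14955477 to 15009989) had -1.99, -1.66, -1.98 and -2.39 in the same order (edgeR adjusted p = 0.0174, 0.0211, 0.0280 and 0.0256). It had only 48 and 53 counts in the control libraries and 10 to 43 in those of the strains without *CBS*, so its precision is limited. *Sh* (X, 17924307 to 18063247), which shares its locus with *CG12672*, *CG15373* and *CG6867*, had -1.60, -1.58, -1.80 and -1.91 (edgeR adjusted p = 0.00845, 0.00397, 0.0204 and 0.0123). *cac* (X, 11931280 to 11985087) had -1.68, -1.22, -1.93 and -2.18 and was called in *CBS-/-*(5), double deletion strain (1) and double deletion strain (2) (edgeR adjusted p = 0.0120, 0.0143 and 0.0184) but not in *CBS-/-*(8) (edgeR adjusted p = 0.0511, or 0.0459 with DESeq2). Under length offsets, chosen after the files were seen, none of these 4 genes passed the threshold in double deletion strain (1), and in double deletion strain (2) *Sh* and *eag* did not (edgeR adjusted p = 0.0866 and 0.0596) while *Pka-C1* and *cac* did (0.0348 and 0.0473). In *CBS-/-*(8) *cac* passed it with these offsets (edgeR adjusted p = 0.0449). The replicate block kept all 4 genes called in *CBS-/-*(5) and double deletion strain (1), where same-numbered libraries correlated at -0.145 and 0.330. Tested directly between the genotypes none was called, and the smallest adjusted p from edgeR was 0.0625 for *cac*, with a log2 difference of -0.64.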

Consistent with this, our transcriptome analysis revealed a decrease in the expression of the following genes that may be responsible for the observed STM and learning disorders in strains with *CBS* deletions, and especially in the case of double deletions: *pka-c1*, *eag*, *Sh*, and *cac*. The ether a go-go gene (*eag*) participates in voltage-gated potassium channel activity and is involved in learning [71]. Gene Shaker (*Sh*), encoding the structural alpha subunit of a voltage-gated potassium channel, plays a key role in maintaining electrical excitability in neurons regulating neurotransmitter release at the synapses [72]. The cacophony (*cac*) gene is of special interest for the understanding of our results [73,74]. Like *Sh*, it encodes the structural subunit of the voltage-gated calcium channel located in presynaptic active zones and is involved in the release of neurotransmitters. The expression of this gene is essential for a wide range of neurophysiological processes; in particular, it contributes to male courtship behavior. Interestingly, *D. melanogaster* strains with deletions of 4–6 copies of the *hsp70* gene are also characterized by impaired memory formation processes, and exhibited a decrease in the expression level of the above mentioned genes [35].

In contrast to STM, long-term memory requires a synthesis of new proteins and the formation of new synapses [67,75]. During the formation of LTM, there is a persistent increase in the level of cAMP, phosphorylation of the transcription factor CREB (CRE-binding protein), and induction of CREB-induced gene transcription [68,76]. Surprisingly, strains with *CBS* and *CSE* deletions showed no changes in the expression level of the *creb* gene. It is known that LTM formation and long-term potentiation (LTP) are associated with enhanced neurotransmitter release and strengthening of synaptic connections [77,78]. 

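Of the genes of this family, *CrebB* and *CrebA* were examined. *CrebB* (FBgn0265784, X, 18366357 to 18377864 in dm6) was at 9.33 ± 2.63 CPM (SD, n = 2) in the control. Its log2 fold change was -0.02 in *CBS-/-*(5), 0.30 in *CBS-/-*(8), -0.12 in double deletion strain (1), -0.07 in double deletion strain (2) and -0.12 in *CSE-/-*, with standard errors between 0.26 and 0.33. The smallest of its adjusted p-values from edgeR was 0.619. Under the replicate block the sign changed in *CBS-/-*(5) (0.01) and *CSE-/-* (0.03), whose pairing correlations were -0.145 and -0.317. The gene overlaps *lncRNA:CR43686* and *por* on the opposite strand. *CrebA* (FBgn0004396, 3L, 15535395 to 15553214) had 12 and 33 counts in the control libraries. Its log2 fold changes were -0.97, -1.58, -1.64, -1.28 and -0.75, with standard errors between 0.46 and 0.51, and none was called (smallest edgeR adjusted p = 0.0838, in *CBS-/-*(8)). Without a filter on low counts *CrebA* was called lower in *CBS-/-*(8) (edgeR adjusted p = 0.0399). Length offsets, chosen after the files were seen, also called it there (edgeR adjusted p = 0.0443). A fit of all 15 libraries together called it in double deletion strain (1).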

A postsynaptic increase in calcium concentration is observed in most synapses that support LTP. Increased calcium levels lead to activation of Calcium/calmodulin-dependent protein kinase II (CaMKII) which is regulated by the Ca^2+^/calmodulin complex and autophosphorylation process [62]. Therefore, CaMKII is a key protein kinase involved in neural plasticity and memory formation [79,80,81,82]. Experimental blocking of CaMKII inhibits synaptic transmission [83]. Accordingly, in our studies, we observed a decrease in the expression level of the *CaMKII* gene predominantly in the strains with double deletions and strains with *CBS* deletion. This observation is consistent with the evidence demonstrating that, in mammals, H_2_S promotes long-term potentiation and regulates intracellular calcium concentration in brain cells. It has also been shown that H_2_S enhances LTP in synapses, and Ca^2+^ waves are induced in the surrounding astrocytes [84,85]. These facts corroborated the conclusion postulating that H_2_S may act as a neuromodulator and/or intracellular messenger and play an important role in synapse remodeling [85].

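*CaMKII* (FBgn0264607) lies on chromosome 4 of dm6 from 1035288 to 1053703. It was at 36.7 ± 6.04 CPM (SD, n = 2) in the control, 27.1 ± 3.05 CPM (n = 2) in *CBS-/-*(5), 22.8 ± 3.93 CPM (n = 3) in *CBS-/-*(8), 15.1 ± 2.70 CPM (n = 3) in double deletion strain (1), 16.3 ± 4.74 CPM (n = 2) in double deletion strain (2) and 22.6 ± 5.92 CPM (n = 3) in *CSE-/-*. The log2 fold changes from the control were -0.42 (edgeR adjusted p = 0.224) in *CBS-/-*(5), -0.71 (edgeR adjusted p = 0.157) in *CBS-/-*(8) and -0.70 (edgeR adjusted p = 0.656) in *CSE-/-*. The double deletion strains (1) and (2) had -1.28 (edgeR adjusted p = 0.0258) and -1.19 (edgeR adjusted p = 0.0821), and DESeq2 called the second as well (adjusted p = 0.0131). Under the replicate block the log2 fold change was -0.41 in *CBS-/-*(5) (edgeR adjusted p = 0.284) and -1.25 in double deletion strain (1), at pairing correlations of -0.145 and 0.330. Between the genotypes, *CaMKII* was lower in the double deletion strains than in the *CBS-/-* strains by a log2 difference of -0.66 (standard error 0.16, edgeR adjusted p = 0.0264). Length offsets, chosen after the files were seen, gave a difference of -0.31 (edgeR adjusted p = 0.122). They also brought the gene past the threshold in *CBS-/-*(5), *CBS-/-*(8) and double deletion strain (2) (edgeR adjusted p = 0.0452, 0.0408 and 0.0407).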

It is also well-established, that the regulation of RNA transport and the regulation of translation of localized mRNA play a very important role in synaptic remodeling [86]. Characteristically, in our studies, we observed down-regulation of several genes (*appl*, *ago1*, *orb2*, *elav*, and *cam*) belonging to this category in all strains with *CBS* deletion. In addition, the genes controlling the neuronal signaling and neurotransmission, as well as genes involved in neurotransmitter transport *cpx*, *Syt1*, *Syt7*, *unc-13*, *cac*, *Vap33*, and *Syn*, are down-regulated in the strains with deletion of *CBS* (Figure 7).

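*Appl* (FBgn0000108, X, 530501 to 579044 in dm6) was called lower in all strains without *CBS* (edgeR adjusted p = 0.0193, 0.0384, 0.0335 and 0.0369 in *CBS-/-*(5), *CBS-/-*(8), double deletion strain (1) and double deletion strain (2)), with log2 fold changes of -1.02, -1.004, -1.12 and -1.27. *elav* (FBgn0260400, X, 509235 to 523226) had log2 fold changes of -2.05, -1.63, -2.15 and -2.72 and was called in each strain as well (largest edgeR adjusted p = 0.0189). It had 54 and 95 counts in the control libraries and overlaps *arg* on the opposite strand. *orb2* (FBgn0264307, 3L, 8937100 to 8954463) had -1.78 and -1.85 in the *CBS-/-* strains (edgeR adjusted p = 0.0181 and 0.0108). Its log2 fold changes of -1.29 and -1.36 in the double deletion strains were not past the threshold, although the edgeR adjusted p in double deletion strain (1) was 0.0122 under the replicate block, and DESeq2 gave 0.0385 in double deletion strain (2). *Cam* (FBgn0000253, 2R, 12259398 to 12278809), the calmodulin gene, had -1.16, -1.09, -1.29 and -1.78, and was called in *CBS-/-*(5), double deletion strain (1) and double deletion strain (2) (edgeR adjusted p = 0.0153, 0.0284 and 0.0279). In *CBS-/-*(8) it was not called by edgeR (adjusted p = 0.0713) and was called by DESeq2 (adjusted p = 0.0176). The block changed none of the calls of these 4 genes in *CBS-/-*(5), and the pairing correlations were -0.145 in that strain and 0.330 in double deletion strain (1). Length offsets, chosen after the files were seen, left *Appl*, *elav* and *Cam* uncalled in double deletion strain (1) (edgeR adjusted p = 0.177, 0.0588 and 0.0993). *CG43783* overlaps *orb2* and *lncRNA:CR43900* overlaps *Cam*, both on the same strand.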

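*cpx* (FBgn0041605, 3R, 4280221 to 4304604 in dm6) and *Syt1* (FBgn0004242, 2L, 2772327 to 2799979) were called lower in every strain without *CBS*. The log2 fold changes of *cpx* were -1.80, -1.98, -1.87 and -2.33 in *CBS-/-*(5), *CBS-/-*(8), double deletion strain (1) and double deletion strain (2) (edgeR adjusted p = 0.00487, 0.00274, 0.0147 and 0.0107), and those of *Syt1* were -1.22, -1.43, -1.62 and -1.94 (edgeR adjusted p = 0.0119, 0.00686, 0.0143 and 0.0304). *Vap33* (FBgn0029687, X, 3948975 to 3955442) was called in *CBS-/-*(5), double deletion strain (1) and double deletion strain (2) (edgeR adjusted p = 0.0424, 0.0213 and 0.0342) and not in *CBS-/-*(8) (edgeR adjusted p = 0.179). *Syt7*, *unc-13* and *Syn* were called only in double deletion strain (1) (edgeR adjusted p = 0.0359, 0.0449 and 0.0310). Their log2 fold changes were -0.54, -0.59 and -0.33 in *CBS-/-*(5), and -1.89, -1.62 and -1.22 in double deletion strain (2), without reaching the threshold. DESeq2 called *Syt7* and *unc-13* in double deletion strain (2) (adjusted p = 0.00770 and 0.0267). The lowest edgeR adjusted p of these 3 genes in a *CBS-/-* strain was 0.150, for *unc-13* in *CBS-/-*(8). The replicate block kept *cpx*, *Syt1* and *Vap33* called in *CBS-/-*(5) and double deletion strain (1), at pairing correlations of -0.145 and 0.330. Length offsets, chosen after the files were seen, left *cpx*, *Syt1* and *Syn* uncalled in double deletion strain (1) (edgeR adjusted p = 0.121, 0.0953 and 0.0860), and called *Vap33* in *CBS-/-*(8) (edgeR adjusted p = 0.0408). Other annotated genes overlap *cpx*, *Syt1*, *unc-13* and *Syn*.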

Analysis of genes, down-regulated in all strains with deletions, revealed genes with serine hydrolase activity or serine endopeptidase activity (Tables S1 and S2). 

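Table S2 assigns 20 down-regulated genes to serine-type endopeptidase activity. Their median log2 fold change from the control was -2.14 in *CBS-/-*(5), -3.10 in *CBS-/-*(8), -1.15 in double deletion strain (1), -1.004 in double deletion strain (2) and -2.77 in *CSE-/-*. In the order *CBS-/-*(5), *CBS-/-*(8), double deletion strain (1), double deletion strain (2) and *CSE-/-*, the mean was lower than in the control for 20, 20, 19, 14 and 20 genes. Called lower were 17, 17, 8, 8 and 10 genes (edgeR), 1 gene was called higher in double deletion strain (2), and 3 genes (*Erasp*, *CG33459* and *CG18563*) were called lower in all 5 strains. Adjusted over the list alone, which the paper drew from these libraries, 18, 19, 13, 13 and 14 were lower. Requiring 10 counts in every library moved a median most, to -1.08 in *CSE-/-*. Under the replicate block 18, 13 and 11 genes were called lower in *CBS-/-*(5), double deletion strain (1) and *CSE-/-*, at pairing correlations of -0.145, 0.330 and -0.317. Crossed pairing called 18 in *CBS-/-*(5) and 18 in *CSE-/-*. Between the genotypes, 12 of the genes could be tested, of which 3 were lower and 5 higher in the double deletion strains.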

Serine hydrolases have been shown to regulate proteolysis at the synapses and alter neuronal plasticity [87]. These genes also participate in posttranslational modification of key brain signaling proteins [88,89] and may affect the metabolism of a wide range of chemical messengers, including neurotransmitters [90,91,92]. It is possible that the altered expression level of genes involved in proteolysis may also contribute to the observed lack of long-term memory consolidation observed in the *CSE-/-* strain. We hypothesize that complete memory loss in flies with *CBS* gene deletion was caused by the cumulative effect of homocysteine accumulation and the lack of neuroprotective and neuromodulatory effects of H_2_S.

## 5. Concluding Remarks

In the experiments performed in this study, we used several *D. melanogaster* strains developed by the CRISPR/Cas9 technique containing double and single deletions of two major genes (*CBS* and *CSE*) responsible for H_2_S production. These strains with deletions have been investigated in experiments controlling learning and memory formation in flies using the mating rejection paradigm. The performed experiments demonstrated that all strains containing a single or double deletion of *CBS* were characterized by the complete block of long- (LTM) and short-term (STM) memory formation. Characteristically, flies with *CSE* deletion exhibited normal STM and LTM, but failed to exhibit LTM retention in our behavioral experiments. Transcriptomic studies have shown that deletions of the *CBS* and *CSE* genes significantly alter genome expression in male fly heads to varying degrees, with the *CBS* gene deletion having a more pronounced effect. Importantly, the genes with altered expression predominantly belong to the down-regulated group and include genes involved in learning and memory, reproductive behavior, cognition, and the oxidation-reduction process. Strains with double deletions exhibited the maximal degree of downregulation of the above-mentioned genes, while in the flies with the deletion of *CSE* only, we observed a very slight, hardly detectable decrease in the expression of the same groups of genes. The accumulated data enables us to conclude that neurotransmitter H_2_S plays an important role in learning and memory processes in the fruit flies by interacting with definite groups of genes and signal systems.

## Figures and Tables

**Figure 1:**
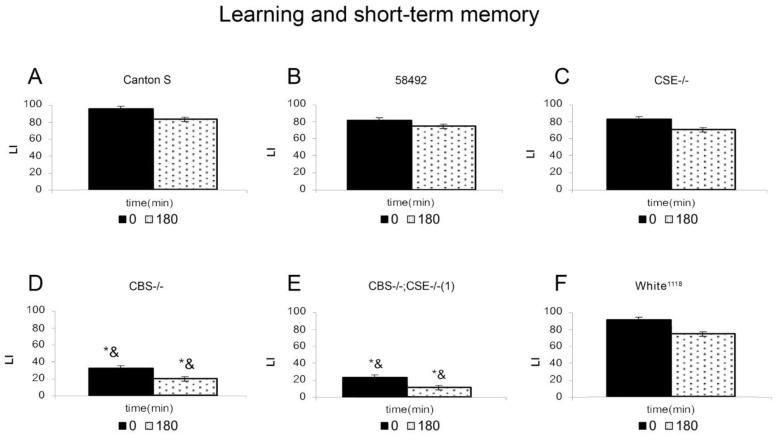
Dynamics of learning acquisition and short-term memory retention of conditioned courtship suppression in mutant males. Males from *Canton-S* (**A**), 58492 (**B**), *CSE-/-* (**C**), *CBS-/-* (**D**), *CBS-/-*; *CSE-/-* (1) (**E**), and *white*^1118^ (**F**) strains were tested. Abscissa: time after training (min); ordinate: LI—learning index, standard units. The sample size for each time point was 20 males. *—LI significantly lower than that 58492 strain under similar conditions (two-sided randomization test, α_R_ < 0.05); &—LI significantly lower than that of wild type *Canton-S* strain under similar conditions (two-sided randomization test, α_R_ < 0.05).

**Figure 2:**
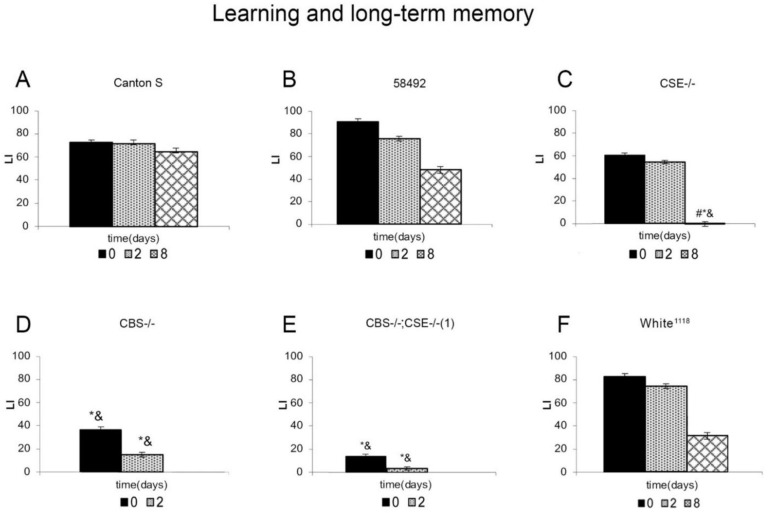
Dynamics of learning acquisition and long-term memory retention of conditioned courtship suppression in mutant males. Males from *Canton-S* (**A**), 58492 (**B**), *CSE-/-* (**C**), *CBS-/-* (**D**), *CBS-/-*; *CSE-/-* (1) (**E**), and *white*^1118^ (**F**) strains were tested. Abscissa: time after training (days); ordinate: LI—learning index, standard units. The sample size for each time point was 20 males. *—LI significantly lower than that 58492 strain under similar conditions (two-sided randomization test, α_R_ < 0.05); &—LI significantly lower than that of wild type *Canton-S* strain under similar conditions (two-sided randomization test, α_R_ < 0.05); and #—LI in the delayed test significantly lower than in test immediately following training (two-sided randomization test, α_R_ < 0.05).

**Figure 3:**
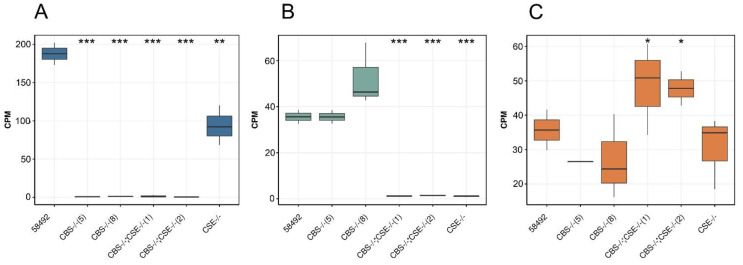
The expression of H_2_S producing genes in the heads of the males from the studied strains. (**A**) Box plot, demonstrating the expression levels of *CBS* in the heads of the flies from the studied strains. (**B**) Box plot, demonstrating the expression levels of *CSE* in the heads of the flies from the studied strains. (**C**) Boxplot, demonstrating the expression levels of *MST* in the heads of the flies from the studied strains. (* represents *p* < 0.05, ** represents *p* < 0.005, and *** denotes FDR < 0.001).

**Figure 4:**
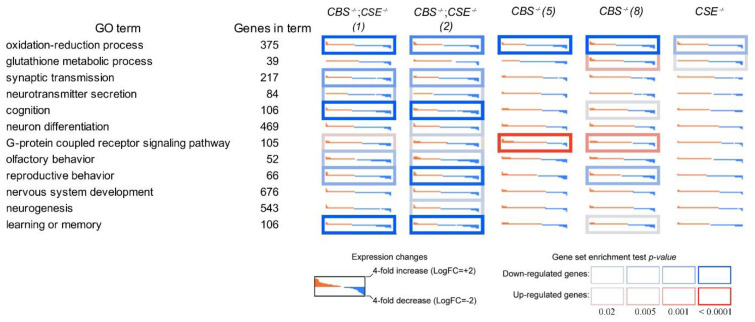
Gene ontology (GO) and pathway analysis of differentially expressed genes in the heads of naïve males. Expression level changes induced in the strains with single *CBS-/-*(5) and *CBS-/-*(8)*, CSE-/-* and double deletions *CBS-/-*; *CSE-/-*(1), and *CBS-/-*; *CSE-/-*(2) in the male heads. Each cell represents the sorted binary logarithms of expression value fold changes (LogFC) in the mutant strains versus control species for genes participating in a specific GO pathway. LogFC (vertical axis) ranges from -2 to +2, i.e., -2 from a 4-fold decrease (blue) to a 4-fold increase (red). Cell borders demonstrate the statistical significance of gene set enrichment analysis (Fisher test *p*-value): blue (enriched with downregulated genes) and red (enriched with overexpressed ones). (Color figure online). (For interpretation of the references to color in this figure legend, the reader is referred to the Web version of this article.).

**Figure 5:**
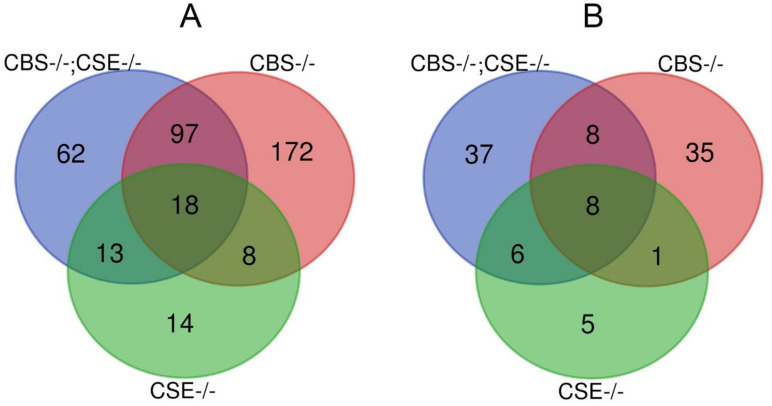
Venn diagram showing common and unique sets of differentially expressed genes between investigated strains (*CBS-/-*; *CSE-/-: blue*, *CBS-/-: red*, and *CSE-/-: green)* after pairwise comparison to control strain 548492 (FDR < 0.05); (**A**) Down-regulated genes. (**B**) Up-regulated genes.

**Figure 6:**
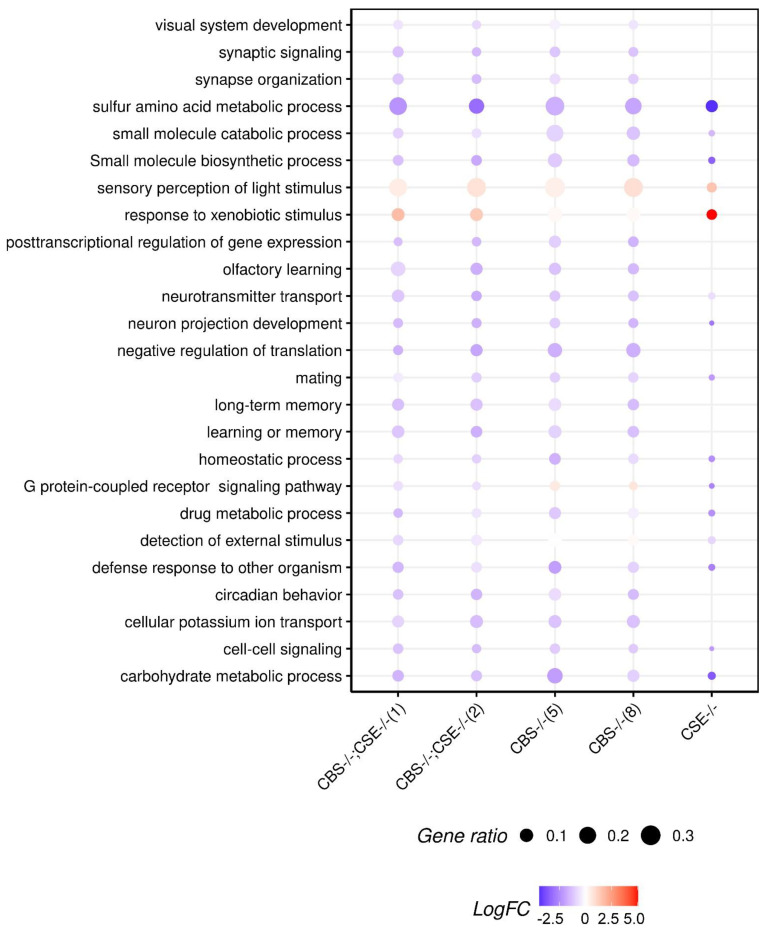
GSEA analysis of differentially expressed genes: *X*-axis represents strains, *Y*-axis represents, enriched Gene Ontology terms. Point colors represent averaged LogFC value between all genes (FDR < 0.05) appearing in the corresponding Gene Ontology group on the *Y* axis, point size—the proportion of genes with altered expression to the total number of genes in such group.

**Figure 7:**
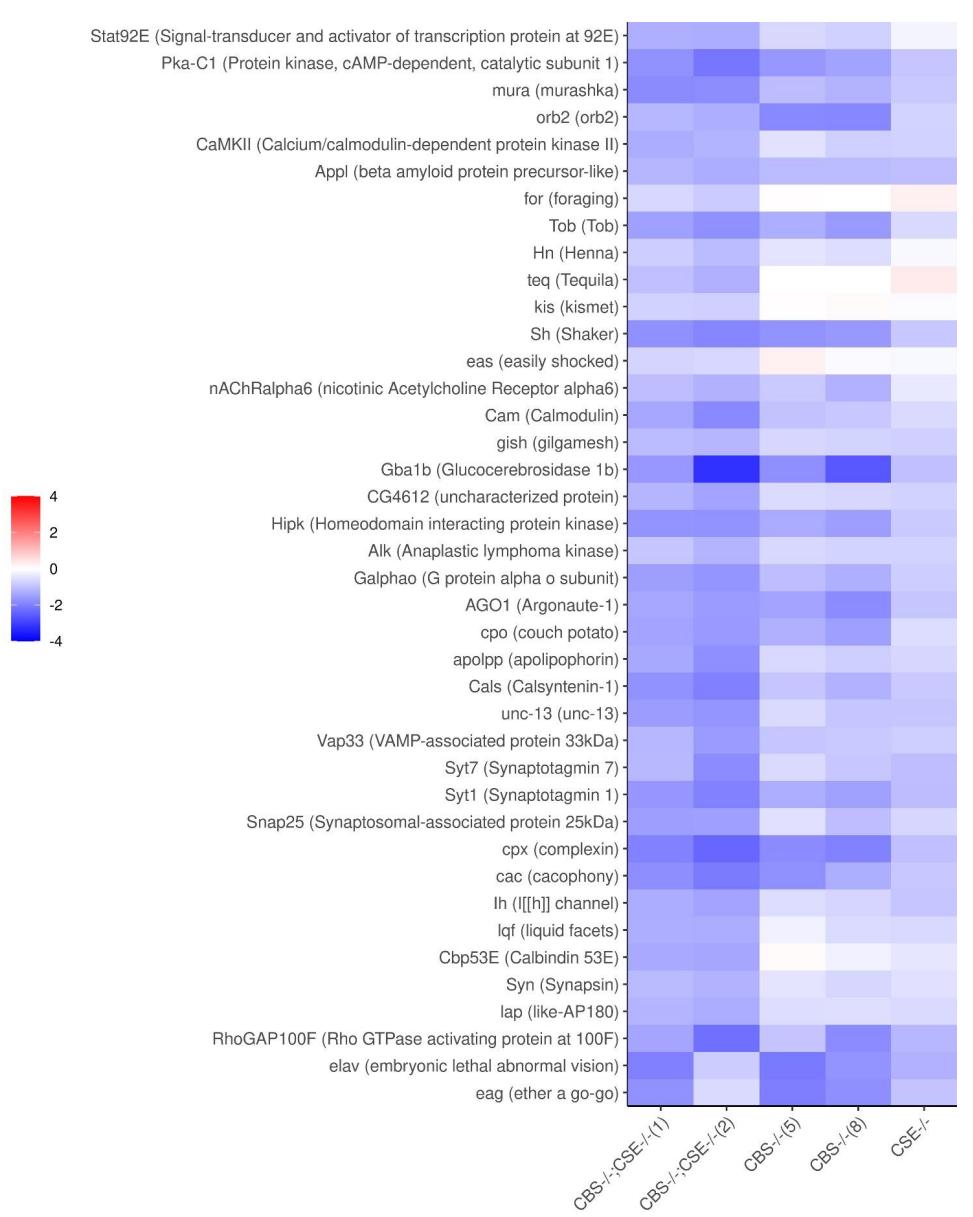
Heat map for down-regulated genes involved in learning and memory, cognition, synapse organization, and signaling in the strains with deletions. (Genes with FDR < 0.05 in at least one comparison were considered significant). All comparisons were with the control strain (58492).

**Table 1:** The number of genes with altered expression in the strains with deletions after pairwise comparison to control strain 548492 (FDR < 0.05).

*Category*	Number of Genes	*Category*	Number of Genes
*CBS-/-* genes down-regulated	295	*CBS-/-* genes up-regulated	72
*CBS-/-*; *CSE-/-* genes down-regulated	190	*CBS-/-*; *CSE-/-* genes up-regulated	61
*CSE-/-* genes down-regulated	53	*CSE-/-* genes up- regulated	20

## Data Availability

Sequence data were deposited in the NCBI GEO database under the number—GSE200397.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biom12060751/s1, Figure S1. Olfactory behavior assay results; Figure S2. Validation of *MST* level by quantitative RT-PCR in the heads of 5-day-old naïve males. Figure S3. Quantitative analysis of methionine/homocysteine and cystathionine amino acid levels in control strain, *CBS-/-*, *CSE-/-*, and double deletion strain *CBS-/-*; *CSE-/-*. Figure S4. KEGG pathways; Figure S5. Validation of *GBA1b*, *Teq*, *Ago1*, and *rut* gene expression levels by quantitative RT-PCR in the heads of 5-day-old naïve males. Figure S6. Graphical illustration of interrelations between differentially expressed genes (blue) and corresponding GeneOntology terms, involved in memory formation (purple) in a network of (*CBS-/-*; *CSE-/-*(1)) strain. Table S1. Primers for Q RT-PCR. Table S2. Representation of differentially expressed genes (down-regulated) from Figure 5A.; Table S3. Representation of differentially expressed genes (up-regulated) from Figure 5A.

How the deposited data were processed for this re-analysis (not part of the article)

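Heads of naive 5-day-old males of the control strain and of 5 deletion strains were the source of 15 libraries of polyadenylated RNA, made by the authors with a directional kit and sequenced on an Illumina NextSeq. According to the paper's methods, the authors trimmed the reads with Trimmomatic and aligned them with STAR to the dm6 genome within the PPLine pipeline, and the count of reads on each gene was deposited for every library without normalization. Names of the summary lines at the end of the files are those of featureCounts, while the paper's text names neither the counting program nor its strand setting nor the annotation release. Counts were whole numbers for 17453 gene identifiers, 17179 of which had a symbol in the Ensembl annotation of BDGP6 (patch 54), from which coordinates, exon lengths and 3′ UTR lengths were taken. Libraries were grouped by the strain in their labels, as 2 of the control (replicates 1 and 3), 2 of *CBS-/-*(5) (1 and 3), 3 of *CBS-/-*(8) (1, 2 and 5), 3 of double deletion strain (1) (1, 2 and 3), 2 of double deletion strain (2) (2 and 4) and 3 of *CSE-/-* (1, 3 and 4). The pairing of libraries used for the replicate block comes from the replicate numbers in these labels, and no other record of pairing or of sequencing batch was used.

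Reads counted on genes amounted to between 6850445 and 21144213 per library, with a median of 10285508. Across all genes the replicates of a strain correlated at r of 0.940 to 0.987 on the scale of log2 CPM, and their counts differed by 12.0 to 178 times the variance that counting alone gives (chi-square per degree of freedom). Variation between replicates thus exceeded counting error. A level of 3 counts was taken as the floor of a library, and a change against libraries that all lay at or under it is given as a lower bound.

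Each deletion strain was compared with the control in its own fit in edgeR 4.0.16 (R 4.3.3), with low-count genes left out by filterByExpr, TMM normalization and the quasi-likelihood F test in its legacy form, which follows the paper's methods. P-values were adjusted over all genes tested by the Benjamini-Hochberg method, and an adjusted p under 0.05 was taken as changed. Standard errors are the absolute log2 fold change divided by the square root of F. Genes of a genotype with 2 strains were counted when they changed in the same direction in both strains. The genotypes were also compared directly, the 5 libraries of the double deletion strains with the 5 of the *CBS-/-* strains, and each of these with the 3 of *CSE-/-*. Lists of genes were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01 on log2 CPM with a prior count of 2, and p-values of a list were adjusted over the 5 strains or over the 3 comparisons of genotypes. Medians per library were taken from log2 of CPM plus 0.5. For the lists, 10000 random lists were drawn from the 50 genes nearest to each listed gene in mean expression and longest 3′ UTR. Other tests and the tables were computed with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and the plots with matplotlib 3.10.9.

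Genes are named by a rule set in advance. It covers the 3 genes of Figure 3, the 40 genes of Figure 7, every gene the text names for its expression in heads, and the 3 lowest and 3 highest by mean log2 fold change among genes changed in the same direction in all 5 strains, 52 genes in all. A list of 100 other genes with a role in learning or memory, none of them in Figure 7, was written from general knowledge of the field, and 93 of them were matched to a gene identifier. Lists of genes by function came from the terms given in Tables S2 and S3. The genes of Figure 7 and of these tables were chosen by the paper from the same libraries, so their p-values describe the lists and are not independent tests.

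Alternatives to these choices were RLE normalization, DESeq2 1.42.0, no filter on low counts, at least 10 counts in every library, 1 fit of all 15 libraries, the quasi-likelihood fit with legacy off, libraries thinned at random to the total of the smallest, a block for the replicate number, an adjusted p under 0.01, a log2 fold change of at least 1, both strains of a genotype as 1 group, strains as separate groups between genotypes, an inter-gene correlation estimated from the libraries, CPM on plain totals or per kb of transcript, and leaving out each library in turn. Where a strain was left with 1 library, edgeR was run at a fixed dispersion of 0.05 for the log2 fold change alone. Length offsets (a lowess trend of span 0.3 of counts with exon length, taken per library), the block with crossed replicate numbers and thinning between genotypes were added after the data were seen. Correction for GC content was left out, since no genome sequence was used here. Gene ontology enrichment and quantitative PCR of the paper were not analysed here. The fits were tested on simulated data drawn from the means and sizes of these libraries with 200 genes changed by 2 on the log2 scale, at a dispersion of 0.05. In 7 designs of 9224 to 9571 genes tested, edgeR called 96.5 to 100% of the changed genes, 0 of them in the wrong direction, and 3 to 12 of the unchanged ones. The changed genes were drawn only from genes with ample expected counts. Genes varied independently, and trends with transcript length were not simulated. These rates therefore do not carry over to smaller changes, to low counts or to the real spread between libraries.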

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

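Of the tests given here, those of other splits of the libraries, of length offsets between genotypes, of accessory gland genes and of *roX* genes were chosen only after the results they bear on were seen. The accessory gland test replaced one that could not be run, and the reading of the *roX* test was written again after its value was known.

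A single library lay far from the other 4 of its genotype in 13 of 128 groups of 5, where chance alone gives about 6.4. Replicate 4 of double deletion strain (2) was the lowest of the double deletion libraries in log2 CPM of *Tob* (1.75, others 2.12 to 2.27), *CG4612* (2.14, others 2.75 to 2.91), *Vap33* (3.00, others 3.50 to 3.70) and *Syt7* (1.41, others 2.47 to 2.77), and in the median deviation of the Fig. 7 genes (-0.86, others -0.44 to -0.30). It was the highest in *Lsp1alpha* (-0.0471, others -0.81 to -0.61), on 8 counts. Replicate 1 of *CBS-/-*(8) was the lowest of the *CBS-/-* libraries in *CG4612* (2.88, others 3.49 to 3.72), *Galphao* (2.59, others 3.23 to 3.49) and *apolpp* (7.46, others 8.11 to 8.22). Replicate 3 of double deletion strain (1) was the highest in *CG10550* (8.93, others 8.38 to 8.44). Among lists of marker genes, photoreceptor genes were lowest in replicate 2 of *CBS-/-*(8) (-0.0958, others -0.0102 to 0.0140), and testis genes were highest in replicate 1 of *CBS-/-*(5) (0.0260, others -0.50 to -0.36) and in replicate 2 of double deletion strain (1) (1.62, others -0.49 to 0.00349).

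Transcript length bias between libraries is a candidate explanation for part of these. With each library's trend of log2 CPM with transcript length taken off, 5 of the 10 values far from the others in a named gene or in the Fig. 7 genes, which come from 3 libraries, stayed beyond the critical value. Those that stayed concern *CG4612*, *Galphao*, *Syt7*, *Lsp1alpha* and *CG10550*, *CG4612* in *CBS-/-*(8) but not in double deletion strain (2). Replicate 1 of *CBS-/-*(8) had a rank correlation across genes of -0.16 between its deviation and 3′ UTR length, against 0.25 to 0.41 in the other *CBS-/-* libraries, and was the smallest library with 6850445 counted reads. Depth does not single out replicate 4 of double deletion strain (2), which held 20090709. For the values that stayed, a mixed sample and differences in library preparation were not tested, and the design gives no biological explanation for a single library.

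Between the double deletion and *CBS-/-* strains, 19 named genes differed in the direct test. The log2 fold changes of the double deletion from the *CBS-/-* strains were -0.52 for *Stat92E*, -0.81 for *mura*, -0.66 for *CaMKII*, -0.57 for *for*, -0.83 for *kis*, -0.65 for *eas*, -0.59 for *gish*, -0.84 for *CG4612*, -0.79 for *Cals*, -0.74 for *Snap25*, -0.70 for *Ih*, -0.78 for *lqf*, -1.36 for *Cbp53E*, -0.67 for *Syn* and -0.77 for *lap*. Genes higher in the double deletion strains were *MST* (0.86), *CG10550* (1.06), *Cyp6a2* (3.74) and *Nepl5* (1.05). Adjusted p-values of edgeR ranged from 0.000101 to 0.0496, and for all 19 of these genes all 5 double deletion libraries lay beyond the mean of the *CBS-/-* libraries, and all 5 of the latter beyond the mean of the former. In total 2551 genes differed. Of the 39 splits of the libraries drawn that part as many same-numbered pairs as the real one (5), 1, the real one, gave as many, and of all 100 splits drawn none of the others gave more than 7. The double deletion libraries were all larger than the *CBS-/-* ones (11595721 counted reads or more, against 9219493 or fewer), but with every library thinned to the total of the smallest one, 2243 genes differed, and all of the named ones but *mura* (edgeR adjusted p = 0.0751).

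Length offsets left 4 of the 19 named genes past the threshold, *MST* at 0.58, *Cbp53E* at -1.23, *Cyp6a2* at 3.58 and *Nepl5* at 1.04, with edgeR adjusted p of 0.000150 to 0.0410. The other 15 kept their direction. Of these, *Snap25* and *CG10550* moved little, to -0.72 and 0.89 (edgeR adjusted p = 0.0690 and 0.0577), where the offsets, computed on exon length, changed little and do not exclude transcript length bias. The rest lay between -0.52 and -0.12, and for these a difference in transcript length bias between the libraries of the genotypes remains as an explanation for part of the change. Over the alternatives without a replicate block, namely RLE normalization, DESeq2, no filter, strains as groups, thinning and length offsets, adjusted p ranged from 0.00322 to 0.0410 for *MST*, from 2.83e-11 to 0.00201 for *Cbp53E*, from 1.17e-34 to 0.000150 for *Cyp6a2* and from 0.000957 to 0.0307 for *Nepl5*, the lowest of these in DESeq2. A biological explanation given by the design is the added deletion of *CSE*. For the 4 genes past the threshold, the differences left with the offsets argue against the trend with exon length as their full cause. The added deletion cannot be told apart here from transcript length bias that the offsets do not take off, for these 4 genes as well. GC content bias, a difference in library preparation between the genotypes and other differences between the strains were not tested.

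The Fig. 7 genes were lower in the double deletion than in the *CBS-/-* strains as a list, with a median log2 fold change of -0.52 (limma camera, adjusted p = 1.80e-06), and so were the other memory genes, with -0.45 (adjusted p = 6.91e-07). Both medians were lower in all 5 double deletion libraries than the mean of the *CBS-/-* libraries. Larger libraries do not explain it, since with thinning to the smallest total the medians were -0.56 and -0.47 (limma adjusted p = 2.35e-06 and 8.71e-07). A transcript length bias between the libraries may explain it in part or in full, since with length offsets the medians were -0.0746 and -0.17 (limma adjusted p = 0.125 and 0.107). Across genes, the rank correlation of the log2 fold change with 3′ UTR length was -0.48 in this comparison. Against random lists matched in expression and 3′ UTR length, whose median was -0.36, the Fig. 7 genes lay at percentile 0.990, which is descriptive because the paper chose the list from these libraries. The other memory genes lay at percentile 8.21 of their matched lists, within the range such lists give. Over the alternatives without a block, the limma adjusted p ranged from 1.47e-06 to 0.235 for the Fig. 7 genes and from 6.72e-07 to 0.429 for the other memory genes, the highest with the inter-gene correlation estimated from the libraries. The loss of both enzymes remains as a biological explanation beside transcript length bias, and these were not told apart for the lists.

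Between the *CBS-/-* strains and *CSE-/-*, *Cyp6a2* was lower in the *CBS-/-* strains, with a log2 fold change of -3.30 (edgeR adjusted p = 0.00267, range over alternatives without a block 2.67e-17 to 0.00342), and all 5 *CBS-/-* libraries lay below the mean of *CSE-/-*. Same-numbered libraries of these groups deviated together (r = 0.273), and with the replicate block *Cyp6a2* was at -3.38 (edgeR adjusted p = 0.114). The median of the Fig. 7 genes was -0.26 (limma adjusted p = 0.00252) and with the block -0.0466 (0.393), and that of the other memory genes 0.15 (0.00614) and with the block 0.0303 (0.128). Of the 3 *CSE-/-* libraries, 2 followed the direction of the difference in either list, as did 5 of 5 *CBS-/-* libraries for the Fig. 7 genes and 4 of 5 for the other memory genes. Of 24 splits that part as many same-numbered pairs as the real one, 1, the real one, gave the 143 genes called between these genotypes or more. Among all 56 splits another one, which parts a different number of pairs, gave 2080, so a grouping of the libraries that is not the genotype separates them more. It sets both *CBS-/-*(5) libraries, replicates 2 and 5 of *CBS-/-*(8) and replicate 3 of *CSE-/-* apart from the other 3, with rank correlations of their deviations with 3′ UTR length of 0.25 to 0.45 against -0.21 to -0.16. Transcript length bias is thus a candidate explanation for that grouping, and it was not tested for it. With length offsets *Cyp6a2* was at -3.20, the Fig. 7 genes at -0.44 and the other memory genes at 0.0643, and transcript length bias remains as an explanation for the last.

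Between the double deletion strains and *CSE-/-*, the log2 fold changes were -0.98 for *Stat92E*, -0.83 for *for*, -1.10 for *teq* and -0.98 for *Cbp53E* (edgeR adjusted p = 0.0170, 0.0464, 0.0294 and 0.0368), with all 5 double deletion libraries below the mean of *CSE-/-* for each. Over the alternatives without a block, adjusted p ranged from 8.15e-06 to 0.0233, 0.00108 to 0.115, 4.63e-05 to 0.106 and 0.00116 to 0.0670. Same-numbered libraries deviated in opposite directions here (r = -0.191), and with the replicate block the values were -0.97, -0.77, -0.96 and -1.15 (edgeR adjusted p = 0.212, 0.407, 0.325 and 0.164). With length offsets *for* and *teq* no longer passed the threshold (-0.59 and -0.80, edgeR adjusted p = 0.115 and 0.106), and thinning had this effect on *for* and *Cbp53E* (0.0535 and 0.0670). The median of the Fig. 7 genes was -0.73 (limma adjusted p = 2.05e-13), -0.80 with the block (1.79e-13) and -0.54 with length offsets (1.10e-07). For the other memory genes it was -0.29 (0.000270), -0.36 with the block (3.25e-05) and -0.0939 with length offsets (0.211), so transcript length bias remains as an explanation for them. Of 32 splits that part as many same-numbered pairs, 1, the real one, gave its 166 genes, and none of the other splits gave more than 9. Transcript length bias also remains as an explanation for part of the differences in *for*, *teq* and the Fig. 7 genes. The deletion of *CBS* is the biological explanation the design gives for these differences from *CSE-/-*. It was not told apart from a difference in library preparation or GC content, which were not tested.

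Genes outside those the paper discusses gave a signal above the control in single libraries. Testis genes (16 of the marker list) had a median 2.69 log2 units above the higher control library in replicate 1 of *CSE-/-*, on 1529 counts summed over the genes, against 27 and 20 in the control. RNA of the whole male reproductive tract is a candidate source that the data go against, since the 9 accessory gland genes summed to 1 count there. A small amount of testis tissue in that sample may remain as a source, and no biological explanation was tested. Without this library, 10 genes were lower and 6 higher in *CSE-/-*, against 53 and 20 with it. Leaving out replicate 3 instead gave 33 and 17, and leaving out replicate 4 gave 258 and 54. Replicate 2 of double deletion strain (1) had the same genes 1.99 above the higher control library, on 1257 counts. Without it that strain had 54 lower and 28 higher genes, against 285 and 108. Leaving out its replicate 1 instead gave 187 and 72, and leaving out its replicate 3 gave 332 and 107.

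Yolk protein genes in replicate 5 of *CBS-/-*(8) had a median 7.06 log2 units above the higher control library, with 5963 counts of *Yp1*, 11461 counts of *Yp2* and 16345 counts of *Yp3*. RNA of female flies in that library is a candidate source. The male-specific *roX1* and *roX2* had a median deviation of -0.11 there, within the -0.54 to 0.62 of the other libraries, which a small share of female RNA would also give. The signal cannot be told apart from such a share by this test, and no biological explanation was tested. Without this library, 286 genes were lower and 126 higher in *CBS-/-*(8), against 435 and 164 with it. Leaving out replicate 1 instead gave 1054 and 578, and leaving out replicate 2 gave 431 and 240.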

How the results depend on the processing

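Length offsets, the crossed pairing of replicate numbers and thinning of the libraries compared between genotypes were chosen as alternatives after the data were seen. Every other alternative was set before the data were examined. Without alternatives, 713 genes were lower and 147 higher in *CBS-/-*(5), 435 genes were lower and 164 higher in *CBS-/-*(8), 285 genes were lower and 108 higher in double deletion strain (1), 221 genes were lower and 103 higher in double deletion strain (2) and 53 genes were lower and 20 higher in *CSE-/-*. In both *CBS-/-* strains 306 genes were lower and 58 higher, and in both double deletion strains 163 were lower and 59 higher. Counts of genes were taken as kept when they stayed within 1.5 times these numbers. Apart from fits that left out 1 library, 557 values of counts, lists and the *CBS*, *CSE* and *MST* genes under an alternative kept their direction and side of the threshold, or their size. The other such values were 116 that moved, 25 that no longer passed the threshold, 1 that newly passed it and 2 that reversed. All of them are given here, and the cause was not tested except for transcript length as a cause for the Fig. 7 genes between the double deletion and *CBS-/-* strains. For single genes, 2598 of 2996 values under an alternative kept their direction and side of the threshold, 164 newly passed it, 180 no longer did and 54 reversed.

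The loss of *CBS* in the 4 strains that carry its deletion, and of *CSE* in the 3 that carry its deletion, kept its direction and passed the threshold of edgeR or DESeq2 under every alternative with at least 2 libraries per strain. The log2 fold change of *CSE* in *CBS-/-*(5), 0.0216 without alternatives, became -0.00165 with RLE normalization. That of *CBS* in *CSE-/-* was -1.002 and passed the edgeR threshold only with the crossed pairing, at -1.05. The ratio of *CBS* to *CSE* in control heads moved from 5.27 to 3.54 when CPM was taken per kb of transcript, and that of *CBS* to *MST* from 5.26 to 1.44.

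Without a filter on low counts, genes lower than in the control numbered 295 in *CBS-/-*(5), 717 in *CBS-/-*(8), 545 in double deletion strain (2) and 111 in *CSE-/-*. Genes higher numbered 36 in *CBS-/-*(5), 395 in *CBS-/-*(8), 171 in double deletion strain (1), 429 in double deletion strain (2) and 36 in *CSE-/-*, with 32 higher in both *CBS-/-* strains, 317 lower in both double deletion strains and 133 higher in both double deletion strains. The share of genes changed in *CSE-/-* that also changed in the same direction in another genotype fell to 55.8% from 72.6%, and 817 genes lower in the double deletion strains than in the *CBS-/-* strains were called. The log2 fold changes in *CBS-/-*(5) of *for*, 0.0110, and *CrebB*, 0.00837, reversed without the filter, as did those of *CrebB* with counts thinned to the smallest library, 0.00902 in *CBS-/-*(5) and 0.00931 in double deletion strain (2). With at least 10 counts in every library, genes lower than in the control numbered 34 in *CSE-/-*, and the median log2 fold change of the serine endopeptidase genes of Table S2 was -1.37 in *CBS-/-*(5), -1.49 in *CBS-/-*(8) and -1.08 in *CSE-/-*.

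With DESeq2 in place of edgeR, genes lower than in the control numbered 449 in double deletion strain (1), 478 in double deletion strain (2) and 120 in *CSE-/-*. Genes called higher by DESeq2 numbered 306 in *CBS-/-*(5), 234 in double deletion strain (1), 291 in double deletion strain (2) and 43 in *CSE-/-*, with 330 lower in both double deletion strains and 135 higher in both double deletion strains. Between genotypes, DESeq2 called 1857 genes higher in the double deletion strains than in the *CBS-/-* strains, 213 genes lower and 151 genes higher in the *CBS-/-* strains than in *CSE-/-*, and 215 genes lower and 365 genes higher in the double deletion strains than in *CSE-/-*. In 1 edgeR fit of all 15 libraries, the number of lower genes was 341 in *CBS-/-*(5), 364 in double deletion strain (2) and 87 in *CSE-/-*, and that of higher genes 85 in *CBS-/-*(5), 185 in double deletion strain (2) and 47 in *CSE-/-*. This fit gave 181 lower in both *CBS-/-* strains, 248 lower in both double deletion strains and 99 higher in both double deletion strains, and the share of *CSE-/-* genes was 60.4%. With the libraries of both strains as 1 group, the genes that changed against the control were 497 lower in the *CBS-/-* strains together, 137 higher in the *CBS-/-* strains together, 538 lower in the double deletion strains together and 220 higher in the double deletion strains together. With strains as groups and a contrast of their means, 174 genes lower in the *CBS-/-* strains than in *CSE-/-* were called, and *Gba1b* reversed between the double deletion and *CBS-/-* strains, at -0.0862. At an adjusted p under 0.01 in edgeR, the number of lower genes was 172 in *CBS-/-*(5), 210 in *CBS-/-*(8), 71 in double deletion strain (1), 15 in double deletion strain (2) and 22 in *CSE-/-*, and that of higher genes 24 in *CBS-/-*(5), 70 in *CBS-/-*(8), 25 in double deletion strain (1), 9 in double deletion strain (2) and 7 in *CSE-/-*, with 77 lower in both *CBS-/-* strains, 18 higher in both *CBS-/-* strains, 12 lower in both double deletion strains and 6 higher in both double deletion strains. A change of at least 1 on the log2 scale lowered the number of higher genes to 93 in *CBS-/-*(5).

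Estimating the inter-gene correlation in limma's camera from the libraries leaves median log2 fold changes as they are. For the Fig. 7 genes in *CBS-/-*(5) and double deletion strain (1), p rose although the estimated correlation lay below the fixed 0.01. The effect of this setting is thus not one of inter-gene correlation alone. With it the genes of Fig. 7 no longer passed the threshold at medians of -1.07 in *CBS-/-*(8), -1.58 in double deletion strain (2), -0.78 in *CSE-/-*, -0.52 for the double deletion against the *CBS-/-* strains, -0.26 for the *CBS-/-* strains against *CSE-/-* and -0.73 for the double deletion strains against *CSE-/-*. The other memory genes no longer passed it at 0.21 in *CBS-/-*(5), -0.25 in double deletion strain (1), -0.29 in double deletion strain (2), -0.45 for the double deletion against the *CBS-/-* strains, 0.15 for the *CBS-/-* strains against *CSE-/-* and -0.29 for the double deletion strains against *CSE-/-*. With length offsets in the edgeR fits, which correct each library for a trend of counts with transcript length, genes higher than in the control numbered 258 in *CBS-/-*(5), 179 in double deletion strain (1) and 177 in double deletion strain (2). Between the double deletion and *CBS-/-* strains they gave 728 genes lower and 820 higher, against 1325 lower and 1226 higher without offsets. The median of the Fig. 7 genes was -0.0746 for the double deletion against the *CBS-/-* strains, and that of the other memory genes 0.0241 in *CBS-/-*(5), -0.13 in double deletion strain (1), -0.16 in double deletion strain (2), -0.17 for the double deletion against the *CBS-/-* strains, 0.0643 for the *CBS-/-* strains against *CSE-/-* and -0.0939 for the double deletion strains against *CSE-/-*, and these no longer passed the threshold of camera. Medians of the memory genes of Table S2 were -1.18 in double deletion strain (1) and -1.26 in double deletion strain (2), and of its synaptic transmission genes -1.46 in *CBS-/-*(5). Reversed log2 fold changes with length offsets between the double deletion and *CBS-/-* strains were *Pka-C1* 0.0258, *Appl* 0.30, *Tob* 0.16, *Sh* 0.27, *nAChRalpha6* 0.25, *Cam* 0.12, *Hipk* 0.0403, *Alk* 0.0171, *cpo* 0.32, *apolpp* 0.16, *Syt1* 0.0872, *cpx* 0.41, *eag* 0.16, *CrebB* 0.0874 and *CrebA* 0.19. Against the control, *kis* reversed to 0.11 in *CSE-/-*, *eas* to -0.00221 in *CBS-/-*(5) and *CrebB* to 0.0483 and 0.0435 in double deletion strains (1) and (2). The median of the other memory genes in *CBS-/-*(5), with a limma adjusted p of 0.0497, no longer passed the threshold without a filter on low counts (0.24, limma adjusted p = 0.0601) and in 1 fit of all 15 libraries (0.19, limma adjusted p = 0.0527). With RLE normalization the median of the other memory genes in *CSE-/-* reversed from 0.00788 to -2.06e-05.

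A block in the fit of a single strain with the control could not be used for *CBS-/-*(8), which shares 1 replicate number with the control, and for double deletion strain (2), which shares 0. For the other strains the number of lower genes with the replicate block in the edgeR fit was 764 in double deletion strain (1) and 177 in *CSE-/-*, and that of higher genes 495 in *CBS-/-*(5), 426 in double deletion strain (1) and 32 in *CSE-/-*. The correlation of the deviations of same-numbered libraries from their group means was -0.145 for *CBS-/-*(5), 0.330 for double deletion strain (1) and -0.317 for *CSE-/-*. With the crossed pairing, lower genes numbered 1289 in *CBS-/-*(5) and 685 in *CSE-/-* and higher genes 921 in *CBS-/-*(5) and 255 in *CSE-/-*. Over all strains, deviations correlated at a mean r of -0.00638 for 20 same-numbered pairs and 0.00170 for 73 differently numbered ones. Replicate numbers thus gave no sign of pairing libraries across the strains. The crossed pairing was chosen for its correlation, so its added calls are not evidence of change. Between the *CBS-/-* strains and *CSE-/-*, where the correlation was 0.273, the block left 7 genes lower and 8 genes higher in the *CBS-/-* strains, with medians of -0.0466 for the Fig. 7 genes and 0.0303 for the other memory genes, neither past the threshold of camera. Between the double deletion strains and *CSE-/-*, with a correlation of -0.191, it left 14 genes lower and 36 genes higher in the double deletion strains. For the double deletion against the *CBS-/-* strains the correlation was -0.0627, which gives no sign that the numbers pair libraries there. The block gave 21 genes lower and 25 genes higher in the double deletion strains, a median of -0.50 for the Fig. 7 genes and *MST* at 0.93 (edgeR adjusted p = 0.151). Of the 19 named genes that differed without it, 2 passed the threshold with it, *Cbp53E* at -1.40 and *Cyp6a2* at 3.86 (edgeR adjusted p = 0.0359 and 0.0135), and all kept their direction. Under the block *teq*, *eas* and *CrebB* reversed in *CSE-/-*, to -0.0282, 0.0357 and 0.0265, *CrebB* in *CBS-/-*(5), to 0.00801, and *AGO1* between the double deletion and *CBS-/-* strains, to -0.0149. The crossed pairing gave -0.0280, 0.0359 and 0.0130 for the same genes in *CSE-/-*, and 0.00442 for *CrebB* in *CBS-/-*(5).

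With the replicate block and length offsets together, lower genes numbered 582 in double deletion strain (1) and 280 in *CSE-/-* and higher genes 320 in *CBS-/-*(5), 440 in double deletion strain (1) and 76 in *CSE-/-*. It left 30 genes lower and 26 genes higher in the double deletion than in the *CBS-/-* strains, 3 genes lower and 5 genes higher in the *CBS-/-* strains than in *CSE-/-*, and 18 genes lower and 31 genes higher in the double deletion strains than in *CSE-/-*. The other memory genes no longer passed the threshold of camera at 0.0309 in *CBS-/-*(5) and -0.15 in double deletion strain (1), and the Table S2 memory genes were at -1.20 in double deletion strain (1). Synaptic transmission genes of Table S2 had medians of -1.44 in *CBS-/-*(5), -1.36 in double deletion strain (1) and -1.36 in *CSE-/-*, and its serine endopeptidase genes -1.69 in double deletion strain (1). In this fit *Pka-C1* 0.0497, *Appl* 0.30, *Tob* 0.23, *Sh* 0.20, *nAChRalpha6* 0.28, *Cam* 0.10, *Alk* 0.11, *cpo* 0.34, *apolpp* 0.20, *Syt1* 0.0332, *cpx* 0.25, *RhoGAP100F* 0.28, *eag* 0.16 and *CrebB* 0.0752 reversed between the double deletion and *CBS-/-* strains, and *teq* -0.0729 and *kis* 0.11 in *CSE-/-*. With the block in 1 fit of all 15 libraries, lower genes numbered 167 in *CBS-/-*(5), 103 in *CBS-/-*(8), 189 in double deletion strain (1) and 145 in double deletion strain (2) and higher genes 35 in *CBS-/-*(5), 50 in *CBS-/-*(8), 71 in double deletion strain (1) and 59 in double deletion strain (2), with 60 lower in both *CBS-/-* strains, 20 higher in both *CBS-/-* strains and 38 higher in both double deletion strains. In double deletion strain (2) the Table S2 medians were then -2.17 for memory and -2.11 for synaptic transmission, and in *CBS-/-*(8) -2.31 for serine endopeptidases. Genes that reversed were *teq* -0.0929, *kis* 0.11 and *CrebB* 0.0193 in *CSE-/-*, *kis* -0.14 in *CBS-/-*(8) and *CrebB* 0.0760 in double deletion strain (2). Offsets for GC content and length together were set before the data were examined and were not run, because no genome sequence was used here. Length offsets alone, chosen after the data were seen, took their place.

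Fits that each left out 1 library gave 270 values of counts, lists and the *CBS*, *CSE* and *MST* genes that kept their direction and size, 75 that moved and 9 that reversed. No call was made where a strain kept 1 library. Genes lower than in the control ranged from 286 to 1054 in *CBS-/-*(8), from 54 to 332 in double deletion strain (1) and from 10 to 258 in *CSE-/-*, and genes higher from 126 to 578 in *CBS-/-*(8), from 28 to 107 in double deletion strain (1) and from 6 to 54 in *CSE-/-*. In both *CBS-/-* strains genes lower ranged from 208 to 503 and genes higher from 38 to 93, and in both double deletion strains from 43 to 180 and from 26 to 54. The share of *CSE-/-* genes ranged from 42.6 to 87.5%. Between genotypes, lower and higher genes ranged from 143 to 2043 and from 180 to 1995 for the double deletion against the *CBS-/-* strains, from 16 to 177 and from 16 to 61 for the *CBS-/-* strains against *CSE-/-* and from 23 to 55 and from 27 to 118 for the double deletion strains against *CSE-/-*. The median of the Fig. 7 genes stayed negative in every such fit and ranged from -0.91 to -0.82 in *CBS-/-*(5), from -1.16 to -1.003 in *CBS-/-*(8), from -1.41 to -1.20 in double deletion strain (1), from -1.93 to -1.32 in double deletion strain (2), from -0.98 to -0.53 in *CSE-/-*, from -0.62 to -0.44 for the double deletion against the *CBS-/-* strains, from -0.49 to -0.0551 for the *CBS-/-* strains against *CSE-/-* and from -0.93 to -0.56 for the double deletion strains against *CSE-/-*. That of the other memory genes ranged from -7.40e-05 to 0.45 in *CBS-/-*(5), from -0.0604 to 0.39 in *CBS-/-*(8), from -0.45 to 0.00652 in double deletion strain (1), from -0.43 to -0.0147 in double deletion strain (2), from -0.17 to 0.25 in *CSE-/-*, from -0.50 to -0.39 for the double deletion against the *CBS-/-* strains, from 0.0504 to 0.30 for the *CBS-/-* strains against *CSE-/-* and from -0.33 to -0.0985 for the double deletion strains against *CSE-/-*.

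Medians of the oxidation-reduction genes of Table S2 ranged from -1.65 to -1.25 in *CBS-/-*(5), from -1.80 to -1.41 in *CBS-/-*(8), from -1.26 to -0.82 in double deletion strain (1), from -1.54 to -0.92 in double deletion strain (2) and from -0.86 to -0.34 in *CSE-/-*. Medians of the memory genes of Table S2 ranged from -1.70 to -1.50 in *CBS-/-*(5), from -1.64 to -1.48 in *CBS-/-*(8), from -1.71 to -1.31 in double deletion strain (1), from -1.96 to -1.59 in double deletion strain (2) and from -1.21 to -0.70 in *CSE-/-*. Medians of the synaptic transmission genes of Table S2 ranged from -1.38 to -1.11 in *CBS-/-*(5), from -1.56 to -1.31 in *CBS-/-*(8), from -1.94 to -1.43 in double deletion strain (1), from -2.09 to -1.49 in double deletion strain (2) and from -1.23 to -0.54 in *CSE-/-*. Medians of the serine endopeptidase genes of Table S2 ranged from -2.20 to -2.07 in *CBS-/-*(5), from -3.26 to -2.23 in *CBS-/-*(8), from -1.99 to -0.80 in double deletion strain (1), from -1.29 to -0.95 in double deletion strain (2) and from -2.78 to -2.39 in *CSE-/-*. With 1 library left out, the ratio of *CBS* to *CSE* in control heads ranged from 5.22 to 5.33 and that of *CBS* to *MST* from 4.87 to 5.82. *CBS* in the strains with its deletion ranged from -9.32 to -7.49 in *CBS-/-*(5), from -7.54 to -7.12 in *CBS-/-*(8), from -8.29 to -6.63 in double deletion strain (1) and from -9.33 to -9.04 in double deletion strain (2). The lowest value in *CBS-/-*(5) rests on replicate 3 alone, whose 3 counts are at the floor, so that decrease is a lower bound. *CSE* in the strains with its deletion ranged from -5.11 to -4.86 in double deletion strain (1), from -4.94 to -4.35 in double deletion strain (2) and from -5.22 to -4.86 in *CSE-/-*. *CBS* in *CSE-/-* ranged from -1.19 to -0.79 on the log2 scale, and *CSE* from -0.12 to 0.14 in *CBS-/-*(5) and from 0.32 to 0.69 in *CBS-/-*(8). *MST* ranged from -0.65 to -0.16 in *CBS-/-*(5), from -0.81 to -0.15 in *CBS-/-*(8), from 0.25 to 0.72 in double deletion strain (1), from 0.20 to 0.67 in double deletion strain (2) and from -0.44 to 0.0675 in *CSE-/-*. Of the 1636 log2 fold changes of single genes in these fits, 1294 kept direction and side of the threshold and 28 reversed. Among genes that reversed in at least 1 of them, log2 fold changes ranged for *for* from -0.11 to 0.0747 in *CBS-/-*(5), *for* from -0.23 to 0.12 in *CBS-/-*(8), *teq* from -0.0407 to 0.19 in *CSE-/-*, *kis* from -0.16 to 0.41 in *CBS-/-*(5), *kis* from -0.11 to 0.44 in *CBS-/-*(8) and *kis* from -0.37 to 0.19 in *CSE-/-*. They ranged likewise for *eas* from -0.34 to 0.19 in *CBS-/-*(8), *eas* from -0.41 to 0.15 in *CSE-/-*, *Cbp53E* from -0.13 to 0.55 in *CBS-/-*(5), *Cbp53E* from -0.46 to 0.19 in *CBS-/-*(8) and *CrebB* from -0.28 to 0.29 in *CBS-/-*(5). The remaining reversals were of *CrebB* from -0.37 to 0.21 in double deletion strain (1), *CrebB* from -0.34 to 0.26 in double deletion strain (2), *CrebB* from -0.35 to 0.21 in *CSE-/-*, *Hn* from -0.0364 to 0.16 for the double deletion against the *CBS-/-* strains, *Gba1b* from -0.0152 to 0.50 for the double deletion against the *CBS-/-* strains and *AGO1* from -0.0172 to 0.18 for the double deletion against the *CBS-/-* strains. Of the rest, 104 moved, 185 no longer passed the threshold and 25 newly passed it.

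Thinning all libraries to the smallest total left 738 genes lower in *CBS-/-*(5), 412 genes lower in *CBS-/-*(8), 285 genes lower in double deletion strain (1), 215 genes lower in double deletion strain (2) and 48 genes lower in *CSE-/-*, within 1.5 times the counts at full depth. Of these, 683 in *CBS-/-*(5), 404 in *CBS-/-*(8), 251 in double deletion strain (1), 183 in double deletion strain (2) and 47 in *CSE-/-* were the same genes as at full depth. The control libraries, with 7316556 and 8336766 counted reads, enter every comparison with the control and are among the less deeply sequenced ones.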

Differences from the paper's values

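The files held a median of 11.4 M reads per library (7.63 to 24.0), counting reads not assigned to genes, against around 15 to 20 M sequenced reads in the paper's text, of which the upper end differs by more than the error. Every file lists 0 unmapped and 0 multimapping reads, so these totals can lie under the number of sequenced reads, and no alternative applies to them. The log2 fold change from the control was -2.72 against about -0.8 in Fig. 7, read by eye, for *elav* in double deletion strain (2), and for *eag* in the same strain -2.39 against about -0.6 in Fig. 7, read by eye. For *Hn* it was -0.89 against about -0.4 in Fig. 7, read by eye, in *CBS-/-*(5), and -1.05 against about -0.5 in Fig. 7, read by eye, in *CBS-/-*(8). The value of *teq* in *CBS-/-*(5) was -0.39 against about 0 in Fig. 7, read by eye, and that of *apolpp* in *CBS-/-*(5) was -1.03 against about -0.6 in Fig. 7, read by eye. None of the alternatives set before the data were examined closed these gaps, and neither did those added later. In *CBS-/-*(8), *teq* was at -0.55 against about 0 in Fig. 7, read by eye, and *apolpp* at -1.30 against about -0.8 in Fig. 7, read by eye. Leaving out replicate 1 of *CBS-/-*(8) gave -0.27 for *teq* and -1.08 for *apolpp*, within the error of the paper's values, and no other alternative did. These cells of Fig. 7 were read because their colours lay farthest from the values here.

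Fig. 3C marks *MST* as changed in both double deletion strains. Here its unadjusted edgeR p was 0.154 and 0.129 in strains (1) and (2) (adjusted p = 0.454 and 0.360), and among the alternatives with all libraries the block with length offsets, chosen after the values were seen, gave an unadjusted p under the lowest level of the figure's legend in strain (1), 0.0345 (adjusted p = 0.145). Fig. 3A marks *CBS* at its middle level in *CSE-/-*, where the unadjusted edgeR p was 0.0106 (adjusted p = 0.388). DESeq2 reached that level with an unadjusted p of 0.00291, and so did the crossed pairing, chosen after the values were seen, with 0.000974 in edgeR. At the strictest level of the figure, the edgeR adjusted p fell short for *CBS* in *CBS-/-*(5) (0.00146), *CBS* in double deletion strain (1) (0.00166) and *CSE* in double deletion strain (2) (0.00471). Alternatives that reached it for *CBS* in *CBS-/-*(5) were DESeq2, 1 fit of all 15 libraries, legacy off, thinning, the replicate block and the block in 1 fit of all 15 libraries and also length offsets, the block with length offsets and the crossed pairing, chosen after the values were seen. For *CBS* in double deletion strain (1) they were DESeq2, no low-count filter, 1 fit of all 15 libraries, the replicate block and the block in 1 fit of all 15 libraries and also the block with length offsets, chosen after the values were seen. For *CSE* in double deletion strain (2) they were DESeq2, no low-count filter and 1 fit of all 15 libraries.

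Fig. 7 lists as lowered with the loss of *CBS* 6 genes that no strain called here, with the smallest edgeR adjusted p at 0.0548 for *teq*, 0.0532 for *Alk*, 0.0568 for *lap*, 0.0969 for *for*, 0.247 for *eas* and 0.339 for *kis*. *teq* was called by DESeq2, no low-count filter, at least 10 counts in every library, legacy off, the replicate block and leaving out replicate 1 of double deletion strain (1) in double deletion strain (1) and by DESeq2, no low-count filter, at least 10 counts in every library, 1 fit of all 15 libraries and thinning in double deletion strain (2). *Alk* was called by DESeq2, at least 10 counts in every library, 1 fit of all 15 libraries, thinning and the replicate block in double deletion strain (1) and by DESeq2, no low-count filter and 1 fit of all 15 libraries in double deletion strain (2). *lap* was called by length offsets and the block with length offsets, chosen after the values were seen, in *CBS-/-*(5), by DESeq2, no low-count filter, 1 fit of all 15 libraries and the replicate block and also length offsets and the block with length offsets, chosen after the values were seen, in double deletion strain (1) and by DESeq2, no low-count filter and 1 fit of all 15 libraries and also length offsets, chosen after the values were seen, in double deletion strain (2). *for* was called by DESeq2 in double deletion strain (2). *eas* was called by the replicate block and also the block with length offsets, chosen after the values were seen, in double deletion strain (1). None of the alternatives called *kis*. The text gives *orb2* and *Cam* as lowered in each strain with a *CBS* deletion. *orb2* was not called in double deletion strain (1) (edgeR adjusted p = 0.148) or (2) (0.0736), and *Cam* was not called in *CBS-/-*(8) (0.0713). Alternatives that called *orb2* were the replicate block in double deletion strain (1) and DESeq2 and no low-count filter in double deletion strain (2), and those that called *Cam* were DESeq2, no low-count filter, leaving out replicate 1 of *CBS-/-*(8) and leaving out replicate 2 of *CBS-/-*(8) and also length offsets, chosen after the values were seen. Lower *Vap33* and *cac* in the strains with a *CBS* deletion, also in the text, were not called in *CBS-/-*(8) (edgeR adjusted p = 0.179 and 0.0511). *Vap33* was called there by length offsets, chosen after the values were seen, and *cac* by DESeq2, no low-count filter, at least 10 counts in every library, legacy off, thinning, leaving out replicate 1 of *CBS-/-*(8) and leaving out replicate 2 of *CBS-/-*(8) and also length offsets, chosen after the values were seen.

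Of the genes of neurotransmission that the text gives as lowered in these strains, *Syt7*, *unc-13* and *Syn* were called in double deletion strain (1) but not in the others. In *CBS-/-*(5), *CBS-/-*(8) and double deletion strain (2) the edgeR adjusted p was 0.238, 0.170 and 0.0911 for *Syt7*, 0.224, 0.150 and 0.171 for *unc-13* and 0.251, 0.261 and 0.134 for *Syn*. In double deletion strain (2), *Syt7* was called by DESeq2, no low-count filter and 1 fit of all 15 libraries, *unc-13* by DESeq2 and no low-count filter and *Syn* by no low-count filter and 1 fit of all 15 libraries, and in *CBS-/-*(8) *unc-13* was called by no low-count filter and leaving out replicate 2 of *CBS-/-*(8). *CaMKII*, which the text gives as lowered in the *CBS-/-* and double deletion strains, was called in double deletion strain (1), with edgeR adjusted p of 0.224, 0.157 and 0.0821 in the other strains without *CBS*. Alternatives that called it were length offsets and the block with length offsets, chosen after the values were seen, in *CBS-/-*(5), length offsets, chosen after the values were seen, in *CBS-/-*(8) and DESeq2, no low-count filter and 1 fit of all 15 libraries and also length offsets, chosen after the values were seen, in double deletion strain (2). The paper describes the decrease of the Fig. 7 genes in *CSE-/-* as not significant. Following the paper's methods no gene of the figure was called there in edgeR, but with the crossed pairing, chosen after the values were seen, 25 were called lower, with the block and length offsets, likewise chosen after them, 14, and with DESeq2 1. The crossed pairing was chosen for its correlation, so its calls are not evidence against the paper's description. Leaving out replicate 4 of *CSE-/-* called *Sh*, *Syt1*, *cpx*, *cac*, *RhoGAP100F* and *elav* lower there.

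The text gives the decrease of the Fig. 7 genes as largest in both double deletion strains. *orb2* fell by more in the *CBS-/-* strains (-1.78 and -1.85) than in the double deletion strains (-1.29 and -1.36), and *Gba1b* was at -1.89 and -2.61 in the *CBS-/-* strains and -1.53 and -3.15 in the double deletion strains, differences that were not past the threshold of edgeR between the genotypes (adjusted p = 0.168 and 0.559). *rut*, which the paper describes as unchanged from quantitative PCR, had a log2 fold change of 0.89 in *CBS-/-*(5) and 0.85 in *CBS-/-*(8) and was not called (edgeR adjusted p = 0.117 and 0.138). It was called by the replicate block and also the crossed pairing, chosen after the values were seen, in *CBS-/-*(5), by length offsets, chosen after the values were seen, in *CBS-/-*(8) and by the block with length offsets, chosen after the values were seen, in double deletion strain (1). The text gives no change of *creb*, and *CrebA* was called by no low-count filter and also length offsets, chosen after the values were seen, in *CBS-/-*(8) and by 1 fit of all 15 libraries in double deletion strain (1). Up-regulated genes in Table S3 number 52 for both *CBS-/-* strains and 59 for both double deletion strains, the paper's own lists, against 72 and 61 in its Table 1 and 58 and 59 here.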

Other observations

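Among the tests in this part, the comparison with gut genes, by correlation and by library, was chosen only after the result it bears on was seen.

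Reads that were ambiguous between genes made up 7.49% of the reads in the control libraries on average (SD 1.11) and 5.32% (SD 0.190, 5.12 to 5.64) in the other 13. Of the 105 choices of 2 libraries, 1 gave a difference as large, the real one, for an exact permutation p of 0.0095, the smallest possible here. If overlapping genes lost counts in the control for this reason, their log2 fold changes would lie above those of matched genes in the deletion strains. Their median was within the upper 2.5% of matched lists in 1 of the 5 strains, at percentiles of 13.5 in *CBS-/-*(5), 0.0900 in *CBS-/-*(8), 99.2 in double deletion strain (1), 94.9 in double deletion strain (2) and 55.8 in *CSE-/-*. Overlapping genes losing counts in the control libraries is thus not borne out, and no other explanation, technical or biological, was tested.

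The Fig. 7 genes fell below the control further than their expression and 3′ UTR length give. Of 10000 random lists matched in both, 0 had a median as low in any of the 5 strains, and the medians of the matched lists were 0.0147 in *CBS-/-*(5), -0.12 in *CBS-/-*(8), -0.41 in double deletion strain (1), -0.44 in double deletion strain (2) and -0.14 in *CSE-/-*. Because the list was chosen by the paper from these libraries for being lower, the pattern cannot be told apart from the effect of that choice by this test. A list of 20 neuron marker genes was also lower in the deletion strains. Its median log2 deviations from the mean of the 15 libraries were 0.76 and 0.66 in the control. In the libraries of the deletion strains they were -0.54 to 0.36. Whether the Fig. 7 genes fell further than neuron genes as a group was not tested. Across all tested genes the log2 fold change from the control had a rank correlation with 3′ UTR length of 0.27 in *CBS-/-*(5), 0.19 in *CBS-/-*(8), -0.20 in double deletion strain (1), -0.22 in double deletion strain (2) and 0.12 in *CSE-/-*. The other memory genes (89 to 91 of them tested per strain) had medians of 0.21, 0.17, -0.25, -0.29 and 0.00788 in the same order, at percentiles of 76.9, 78.5, 22.1, 20.6 and 66.9 of their matched lists. They were not picked by their change in these libraries. The Fig. 7 genes, which the paper chose as lower, are left out of them, however. Their medians and percentiles thus lean away from a decrease and are not independent of that choice.

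Lower in all 5 deletion strains were 17 genes, and 10 were higher in all 5. Each of the 5 comparisons used the same 2 control libraries, whose own deviations are shared by all of them. With *CBS-/-*(5), also of 2 libraries, as the reference for the other 5 strains, 31 genes changed in the same direction in all, and with double deletion strain (2), again of 2 libraries, 4 did. Strains of 3 libraries gave 30 (*CBS-/-*(8)), 1 (double deletion strain (1)) and 3 (*CSE-/-*). As many genes as with the control thus arise with another reference, so their number alone does not set the control apart. With either control library left out, all 27 genes kept their sign and at least 0.5 times their log2 fold change in each of the 5 strains, an outcome largely fixed by choosing genes called in fits of both control libraries. Some of the changes are large in every library, as for *Lsp1alpha* with 313 and 534 counts in the control and at most 8 elsewhere, and *Nepl5* with 48 and 27 against at least 1112. A stretch of chromosome carried along with the strains was tested as another source. Of the 27 genes, 6 had another of the list within 500 kb, where random lists had a median of 6 (permutation p = 0.538 over 10000 draws), so the genes were not clustered more than random ones. The Cas9 transgene of the control strain and its mutations in *yellow* and *white* were not tested as a source.

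The 20 genes of the serine-type endopeptidase term of Table S2 include several that were lower in deletion strains. Gut RNA carried into head samples in differing amounts would make them follow 11 gut genes that are not proteases. Across the 15 libraries Spearman's rho between the 2 lists was 0.593 (permutation p = 0.0216, BH-adjusted p = 0.0433 over 2 relations) and Pearson's r was 0.437 (permutation p = 0.0994, BH-adjusted p = 0.199). Without the 2 farthest libraries, both of *CBS-/-*(5), r was 0.435, and within strains it was 0.632. For the 17 genes that are not gut markers themselves, rho was 0.471 (permutation p = 0.0777, BH-adjusted p = 0.0777) and r was 0.344 (permutation p = 0.208, BH-adjusted p = 0.208), with 0.323 without these libraries and 0.623 within strains. In 5 of the 13 libraries of deletion strains, namely replicate 3 of double deletion strain (1), replicate 2 of double deletion strain (2), replicate 4 of double deletion strain (2), replicate 1 of *CBS-/-*(8) and replicate 4 of *CSE-/-*, the gut genes had medians of 0.63 to 2.37, not below the lower of the control libraries (0.59 and 1.70). The serine endopeptidase genes there had -0.23 to 0.39, below both control libraries (1.31 and 1.89). Gut RNA in differing amounts does not account for the decrease in these libraries. In the other 8 it may remain as an explanation for part of the changes, with rho of 0.593 over all libraries, beside the loss of the enzymes.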
